# Maternal Vitamin D Deficiency in Mice Increases White Adipose Tissue Inflammation in Offspring

**DOI:** 10.3390/cells11132024

**Published:** 2022-06-25

**Authors:** Nicole Haroun, Imene Bennour, Eva Seipelt, Julien Astier, Charlene Couturier, Lourdes Mounien, Jean-François Landrier

**Keywords:** vitamin D, maternal vitamin D deficiency, offspring, white adipose tissue, inflammation, NF-kB, p38

## Abstract

Vitamin D is acknowledged to play an important biological and metabolic role in adipose tissue, which is also the main storage site for this vitamin. Its anti-inflammatory effect in adipocytes and adipose tissue has notably been highlighted in adult mice. This vitamin is also crucial during fetal development since maternal vitamin D deficiency is suspected to program future metabolic disorders. Based on these observations, the aim of this study was to evaluate the consequences of maternal vitamin D deficiency (VDD) on white adipose tissue inflammation in adult offspring fed with normal or obesogenic diet (high-fat diet). White adipose tissue morphology, RNA and miRNA expression profiles, and signaling pathways were studied in adult males and females. In males, a HF diet coupled with maternal VDD increased expression of RNA and miRNA linked to inflammation leading to over-representation of inflammatory pathways. Interestingly, genomic and epigenetic profiles were associated with activation of the NF-kB signaling pathway and adiposity index. In females, no major modulation of inflammatory pathways was observed under VDD, contrarily to males. We concluded that maternal VDD coupled with HF diet activated inflammatory pathway in adipose tissue of the offspring, in a sex-dependent manner. Such activation is strongly related to activation of NF-kB signaling and increased adiposity only in males.

## 1. Introduction

Vitamin D (VD) deficiency (VDD), defined by 25-hydroxy vitamin D (25(OH)D) plasma levels below 50 nmol/L has become a worldwide public health problem that affects in particular women of childbearing age, pregnant women, or those breastfeeding [1]. This vitamin, which can be obtained from food or produced endogenously [2], is thought to play an essential function in fetal development but also throughout the life. In pregnant women, VDD is associated with an increased risk of pre-eclampsia [3]. The VDD is associated with a delay of intrauterine growth or SGA (small gestational age) [4], a decrease in head circumference [5] and body size, and low birth weight in the newborn [6]. In 4–6-year-old children born of VDD women, an increase in body fat [7,8], BMI (body Mass Index) and waist circumference has been observed [9]. In children aged 6 and 9.5 years, lean body mass percentages decrease [5], whereas insulin resistance increases [10]. In agreement, we recently showed in mice that maternal VDD induced low body mass in juvenile males, which was related with an increase in energy expenditure, but not in females [11]. In adults submitted to a normal diet, maternal VDD did not massively affect body mass, adiposity index, or insulin resistance in both males and females. Nevertheless, under high fat diet, we observed a rise in adiposity and insulin resistance in males, but not in females. Such observation strongly, together with others [12,13,14,15], supports an impact of VDD on adipose tissue physiology in perinatal context [16].

Of note, the relationship between vitamin D and adipose tissue physiology has been already demonstrated in adulthood, where VD anti-inflammatory effects in adipocyte and adipose tissue have been demonstrated in the context of obesity [16,17]. Indeed, obesity is classically associated with a low-grade inflammatory status in adipose tissue, resulting notably from the activation of several inflammatory signaling pathways including NF-B and p38/mapk [18]. The activation of these pathways contributes to the production of pro-inflammatory cytokines, chemokines, and miRNA synthesis in adipocytes but also in stroma vascular fraction, contributing to leucocyte infiltration in the adipose tissue [18,19,20]. Interestingly, we and others have demonstrated an anti-inflammatory effect of vitamin D on adipocytes, involving an inhibition of NF-B signaling pathway and p38 protein phosphorylation and leading to a significant decrease in cytokines, chemokines, and miRNA expression and release [21,22,23,24,25,26].

Altogether these data show a strong inhibitory effect of vitamin D and adipose tissue inflammation in adults, no data are presently available about the programming effect of maternal VDD on adipose tissue inflammation of the offspring. Therefore, the aim of the present study was to determine the impact of maternal VDD in mice (25(OH)D) plasma levels below 10 ng/mL) combined or not with an obesogenic environment on the sex-specific response of inflammation of white adipose tissue in adult offspring.

## 2. Material and Methods

### 2.1. Animal Experiments

The protocol was approved from an ethical point of view by the Aix-Marseille University Ethics Committee and the French Ministry of Research (APAFIS#1300-2015072112279135). Thirty female and ten male C57BL/6JRJ mice were obtained from Janvier Labs (Le Genest-Saint-Isle, France), fed ad libitum during the 1-week acclimation period with control food (chow diet A04 from Safe-diets, Augy, France) and given full access to drinking water. The animals were kept at 22 °C with a 12 h light/12 h dark cycle and a humidity level of 20%. Female mice (15 per group) were mated with males (5 per female group) after being randomly allocated to one of two experimental groups based on the diet: control (AIN-93G with vitamin D3, 1.0 IU/g) or vitamin D-depleted (AIN-93G without vitamin D3, 0.0 IU/g) for 8 weeks, as previously described [11]. After delivery, all females were fed control diet (AIN-93G) until the offspring were weaned. The females’ litter size was reduced to six pups. To avoid mother cannibalism and perinatal stress, the offspring’s body weight was measured weekly from the time they were weaned until the end of the trial. Males and females of the offspring were randomly assigned to receive either a Low-Fat diet (AIN-93M Maintenance Purified Diet) or a High-Fat diet (DIO Rodent Purified Diet w/45 percent energy from fat) for 8 weeks at 6 weeks of age. The impact of maternal diet (CTRL vs. VDD) and adult diet on offspring mice (males and females) was investigated using eight groups of mice (males and females) (LF vs. HF).

Overnight fasted mice were euthanised by cervical dislocation, and tissue samples were taken, weighed, and kept at −80 °C.

### 2.2. RNA Extraction Real Time PCR and RNA Sequencing

TRIzol reagent (Thermo Fischer Scientific, Les Ulis, France) was used to extract total RNA from retroperitoneal adipose tissue as previously described [27,28]. Total RNA from three mice per group were used to prepare an RNA-seq library using the Illumina TruSeq Stranded mRNA kit. On the Illumina NextSeq 500 sequencer, libraries were sequenced paired-end. Sickle was used to eliminate reads having a phred score of less than 20 and a length of less than 25 bp (v1.33). MultiQC was used to assess the quality of the trim reads (v1.0). Trim readings were aligned with the STAR aligner (v2.7.0d) with the “outFilterMismatchNoverLmax” and “outFilter-MultimapNmax” options set to 0.08 and 1, respectively. Cufflinks (v2.2.1) was used to find transcripts, with the “library-type” option set to fr-firstrand and a GTF file obtained from GENCODE (“Comprehensive gene annotation”, vM1) serving as the genomic annotation. Cuffmerge was used to integrate the GTF files created by Cufflinks for each sample.

Unknown transcripts (class code “u”) were identified using the “class code” supplied by Cuffmerge to each transcript. For further analysis, only de novo transcripts with counts greater than 0 in at least one RNA-seq sample were preserved. These newly created transcripts were joined with the GENCODE GTF file to create the final genomic annotation, which was then quantified using FeatureCounts (v1.6.1). DESEQ2 was used to compare gene expression patterns between conditions. Reads from Watson and Crick strands were picked using SAMtools (v1.9) and sent into the RseQC program suite’s bam2wig.py script to build bigwig files (v2.6.4). The IGV genome browser was used to visualise RNA-seq profiles. RNA-seq data are available at GEO (accession number: GSE206372).

### 2.3. Gene Ontology (GO) and Ingenuity Pathway Analysis (IPA)

Differential expression data were filtered using the following parameters: *padj* < 0.01 (*p*-value corrected for multiple tests using Benjamini and Hochberg method) and fold change (FC) FC > 1.5 or <−0.66. Those gene lists were implemented in Gene Ontology (GO) and Ingenuity Pathway Analysis (IPA) software to highlight metabolic pathways differentially impacted by the maternal diet and subsequent LF/HF diet. Pathways were manually curated to retain only those related to inflammation in our study. Finally, quantitative analyses were performed to characterise the influence of the maternal diet and/or the adult diet in inflammation pathways in the offspring.

### 2.4. Evaluation of miRNA Expression

The miScript PCR array (Qiagen, Coutraboeuf, France) was used for miRNA expression in white adipose tissue as previously described [25]. Reactions were performed in a volume of 12.5 µL containing 6.5 µL of 2× QuantiTect SYBR Green PCR Master Mix (Qiagen, Coutraboeuf, France), 1.25 µL of 10× miScript Universal Primer (Qiagen, Coutraboeuf, France), in the presence of 250 ng of total RNA. After an initial incubation step of 15 min at 95 °C, the amplification reaction was performed over 40 cycles, comprising 3 steps (95 °C, 15 s; 55 °C, 30 s and 70 °C, 30 s). For each condition, expression was quantified from 5 biological replicates; replicates and SNORD68, RNU6-6P were used as endogenous controls in the comparative threshold cycle (Ct) method [29].

### 2.5. miRNA Target Prediction and Pathway Analysis

Inflammatory miRNA was selected and predicted mRNA target list was established using Targetscan (gene were selected with an Aggregate PC ≥ 90%) and mirDB (gene were selected with a target score ≥80%). The common gene list was subjected to computational analysis with IPA to identify biological processes associated with the miRNA inflammation-related pathways in the white adipose tissue. Quantitative analyses were conducted to characterise the influence of the maternal diet and/or the adult diet in inflammation pathways in the offspring.

### 2.6. NFκB Activation and p38/MAPK Activation

Retroperitoneal adipose tissue homogenates were prepared as previously described [30]. The levels of phosphorylation of NFkB p65 (Phospho) (pS536) and NFkB p65 (Total) were measured using the ELISA Instant One kit (eBiosciences SAS, Paris, France) according to the manufacturer’s instructions. NFkB p65 (Phospho/Total) werwase used to compare pathway activation in the various groups. The levels of phosphorylation of p38 MAPK (Phospho) [pT180/pY182 and p38 MAPK (Total) were measured using the ELISA Instant One kit (eBiosciences SAS, Paris, France) according to the manufacturer’s instructions. P38 (Phospho/Total) was used to compare pathway activation in the various groups.

### 2.7. Statistical Analysis

The data are presented as mean ± SEM. GraphPad Prism (version 9.3.1, GraphPad software LLC, San Diego, CA, USA)) was used to assess significant differences using an ANOVA followed by the Fisher’s LSD post hoc test. A statistically significant value of *p* < 0.05 was used.

## 3. Results

### 3.1. HF Diet and Maternal VDD Impact Body Weight and Adiposity Index

After euthanasia, CTRL LF and VDD LF males showed similar body weight; similarly, CTRL HF and VDD HF diet had equivalent body weight. A significant difference between the LF (both CRTL and VDD) and HF groups (both CTRL and VDD) (Figure 1A) was observed, with higher body weight in HF-fed groups (Figure 1A). For females, only CTRL HF had higher body weight (Figure 1C) compared with other groups (CTRL LF, VDD LF and VDD HF). Concerning the adiposity index, VDD HF males presented the highest adiposity index (Figure 1B) compared with the three other groups (CTRL LF, CTRL HF, and VDD LF males). The females CTRL HF showed highest adiposity index (Figure 1D) compared with other groups (CTRL LF, VDD LF, VDD HF females).

### 3.2. HF Diet and Maternal VDD Regulate Inflammation Pathways

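RNA from the retroperitoneal adipose tissue of 24 offspring was sequenced after selection of polyadenylated transcripts, with 3 mice in each of 8 groups. The groups combined the mother's diet, the offspring's diet and sex. The mothers' diet held 1.0 IU of vitamin D3 per g (CTRL) or 0.0 IU per g (VDD), and from 6 weeks of age the offspring received for 8 weeks a diet with 7% (LF) or 45% (HF) of its energy from fat. The authors trimmed the reads with Sickle, aligned them with STAR keeping only reads with a unique position, added transcripts assembled with Cufflinks to the GENCODE annotation, and counted reads per gene with featureCounts. The genome build is not given in the sources used here, and no coordinates were used. One table was deposited for each of the 8 comparisons between 2 groups, with 56899 entries and the 6 libraries compared. Its values are log2(normalized reads + 1), where the reads of a library were divided by a size factor for that table. Undoing the log2 and the size factor returned whole numbers of reads, within 0.02, for 100% of the values. Across the 24 libraries 13346779 to 18484346 reads fell on genes, with a median of 15933506. In males the medians per group were 15424788 (CTRL LF, range 14471886 to 17330046), 15308430 (CTRL HF, 14789476 to 15871356), 15871607 (VDD LF, 13720497 to 17154372) and 17038375 (VDD HF, 16663462 to 17275511). In females they were 15354257 (CTRL LF, range 14095335 to 18428568), 16642243 (CTRL HF, 15422859 to 18484346), 15995405 (VDD LF, 15279500 to 17779962) and 16242971 (VDD HF, 13346779 to 16571151). The 10 genes with most reads held 12.9% to 28.9% of a library. Xist, transcribed from the inactive X chromosome, had 8008 to 17238 normalized reads in females and 4.2 to 178 in males, with the 178 in CTRL HF male 2131. The Y-linked gene Ddx3y had 467 to 2457 normalized reads in males and at most 3.9 in females. The names of 6 libraries contain the word renal, whose meaning is not given in the sources used here, and none of them is an HF female. From the deposited log2 values, each comparison was fitted with limma, with a trend of the variance on the mean level. Genes with at least 10 normalized reads in at least 3 of the 6 libraries were tested.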

In order to highlight the inflammatory response in the WAT, RNA-seq analyses were set up in order to study the expression profile of the genes in the WAT. Using the significant regulated genes (Table 1), two sets of data were employed. 

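A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.01 and a fold change above 1.5 or below 0.66. These follow the thresholds of the methods, which print 0.66 with a minus sign that was dropped here. The deposited log2 fold changes give the second group over the first, and the same direction was used here. In a test on simulated data, 200 genes were changed, with the spread of each gene taken, up to a cap, from the real libraries. All planted changes were well above the 1.5-fold threshold and lay in genes with reads well above the limit for testing. Genes varied independently of each other. With 3 libraries per group, 66.5% of the changed genes were recovered for CTRL LF vs. VDD LF males, 87.5% for CTRL HF vs. VDD HF males, 82.0% for CTRL LF vs. CTRL HF males and 77.5% for VDD LF vs. VDD HF males. In females the recovered shares were 81.5%, 71.0%, 88.0% and 73.5% in the same order. Between 0 and 4 unchanged genes were called per comparison, and none when no gene had been changed. The recovered shares hold for such large changes only. Smaller changes, and spread shared by many genes of a library, were not simulated, so the shares do not show that real changes would be found.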

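With limma, 0 genes passed both thresholds in each of the 4 comparisons of VDD with CTRL mothers, and limma-voom on the recovered reads also gave 0 in all of them. Among the 15438 genes tested for CTRL LF vs. VDD LF males, 1048 had an unadjusted p under 0.05. That count was 850 of 16013 genes for CTRL HF vs. VDD HF males, 1933 of 16046 for CTRL LF vs. VDD LF females and 2752 of 16480 for CTRL HF vs. VDD HF females. With an unadjusted p under 0.01 in place of the adjusted one, a setting added after the data were seen that moved 3 of these 4 counts most, limma gave 226 genes in LF males, 115 in HF males, 290 in LF females and 822 in HF females. At the same thresholds on its adjusted p the authors' deposited table gives 45 genes (15 higher and 30 lower in VDD) for LF males and 89 (85 and 4) for HF males. For females the authors' deposited table gives 62 genes (40 and 22) under LF and 419 (268 and 151) under HF. Leaving out single libraries kept the count at 0 except in HF males, where 148 genes were called without VDD HF male 2308, the largest count of any setting there. The skeletal muscle gene Acta1 had 1009 normalized reads in that mouse and 44073 and 54003 in VDD HF males 2298 and 2307.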

The first set looked at the effect of maternal VDD in the same diet conditions (i.e., CTRL-LF vs. VDD-LF and CTRL-HF vs. VDD-HF). The second data set evaluated the effects of a HF diet on the same type of maternal diet (CTRL-LF vs. CTRL-HF and VDD-LF vs. VDD-HF). 

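For the HF diet, limma called 9 of 15583 genes in CTRL LF vs. CTRL HF males, 2 higher and 7 lower under HF, and 12 of 15965 in VDD LF vs. VDD HF males, 5 higher and 7 lower. Limma-voom called 9 and 0 genes in these comparisons. In females limma and limma-voom both called 0 genes, with an unadjusted p under 0.05 for 4762 of 16563 genes in CTRL LF vs. CTRL HF and 804 of 15923 in VDD LF vs. VDD HF. One fit over the 12 male libraries moved the count for VDD males most among the refits of the values, to 614 genes, 379 higher and 235 lower. Leaving out VDD LF male 2310 gave 251 genes there, while 3 were called without VDD LF male 2078 and 0 without VDD LF male 2302 or any 1 of the 3 VDD HF males. In CTRL males 0 genes were called without CTRL LF male 2293, 4 without CTRL HF male 2127 and 5 without CTRL HF male 2128. The authors' deposited table gives at the same thresholds 437 genes (228 higher, 209 lower) for CTRL males and 1286 (698, 588) for VDD males, and these include all 9 and all 12 genes called with limma. For CTRL females the authors' deposited table gives 1224 genes (602, 622), and for VDD females 36 (8, 28).

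The largest increases among the called genes of CTRL males were in D430019H16Rik and Cilp. D430019H16Rik rose from 47.9 ± 15.6 to 421 ± 131 normalized reads (SD, n = 3 mice per group), a log2 fold change of 3.12 (standard error 0.31, adjusted p = 0.00404). Cilp, which encodes a cartilage matrix protein, rose from 75.1 ± 13.1 to 383 ± 48.7, a log2 fold change of 2.34 (standard error 0.22, adjusted p = 0.00282). Cyp1a1, a cytochrome P450 gene, had 142 ± 64.3 normalized reads in CTRL LF males and no read in the 3 CTRL HF males (adjusted p = 0.000498). Mrgprg, a G protein-coupled receptor gene, fell from 153 ± 38.3 to 12.7 ± 3.2 (log2 fold change -3.48, standard error 0.32). In VDD males 1700047G03Rik rose from 9.2 ± 2.8 to 669 ± 150 normalized reads (log2 fold change 6.05, adjusted p = 0.0063). Npr3, the natriuretic peptide clearance receptor gene, rose from 1704 ± 597 to 19039 ± 1499 (log2 fold change 3.53, adjusted p = 0.00742). Apoc3 fell from 286 ± 75.3 to 11.8 ± 2.0 (log2 fold change -4.47) and Drd1 from 163 ± 18.9 to 12.1 ± 2.7 (log2 fold change -3.66, adjusted p = 0.00843). Each of these 4 genes of VDD males was no longer called in 5 of 6 fits with 1 library left out, all but the fit without VDD LF male 2310, and in the fit with limma-voom, with its direction kept.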

In a first set of analysis, we investigated the impact of maternal VDD. 

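Pathways were tested with the mouse Reactome collection, a different database from GO, in which 68 pathways had been listed as inflammatory before the data were examined. Of these, 51 held 10 to 500 tested genes. Since limma called 0 genes in CTRL LF vs. VDD LF males and in CTRL HF vs. VDD HF males, no pathway could be enriched with its calls. Fisher's exact test was therefore also run on the genes called in the authors' deposited table, 44 with an identifier under LF and 84 under HF. It gave 0 of 51 inflammatory pathways at an adjusted p under 0.05 in either comparison, and among all pathways tested 0 under LF and 2 under HF. Genes at an unadjusted p under 0.01 with the same fold change, a setting added after the data were seen, numbered 206 and 104 with an identifier and also gave 0 inflammatory pathways. These lists are shorter than the 348 and 907 genes of the paper. At an unadjusted p under 0.005 (LF) and 0.05 (HF), thresholds chosen after the data were seen because they give the paper's totals, the authors' deposited table left 307 and 797 genes with an identifier and 0 inflammatory pathways.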

No pathway related to inflammation in both conditions, LF and HF diet (CTRL LF vs. VDD LF males and in CTRL HF vs. VDD HF males) were highlighted using GO analysis in males (Figure 2A). Using IPA, we selected inflammatory canonical pathways with determinant z-score. 

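A list of 81 inflammation genes, fixed before the data were examined, was tested as a set with limma's camera test at a preset correlation between genes of 0.01. In CTRL LF vs. VDD LF males the 64 tested genes had a median log2 fold change of -0.45, with 11 genes higher and 53 lower in VDD (adjusted p = 1.06e-06 over 11 comparisons). In CTRL HF vs. VDD HF males the median of 66 genes was -0.031, with 31 higher and 35 lower (adjusted p = 0.864). Here the median and camera pointed down, but the mean, 0.069, and the rotation test fry pointed up. The median under HF became 0.25, higher in VDD with a camera p of 0.000316, with the skeletal muscle score of each library as a covariate, a setting added after the data were seen and the one that moved it most. That score was 13.0 and 13.3 in VDD HF males 2298 and 2307, against 3.82 to 6.59 in CTRL HF males. Only VDD HF male 2308 (4.94) overlapped them, so the value with the covariate leans on that mouse. Its mean log2 level of the inflammation list was the highest of its group (7.60). Without the covariate, the median was 0.24 without VDD HF male 2298 (p of 0.00281) and -0.20 without VDD HF male 2308 (p of 0.00284). Across the 11 comparisons and interactions, only the increases under HF in VDD males and in CTRL females had a p under 0.05 in fry, and none had one in camera with the correlation estimated from the libraries. Of single genes, only the chemokine gene Cxcl13 was called under LF when adjusted over the list alone, and 0 over all genes. It fell from 781 ± 77.1 to 286 ± 41.5 normalized reads (SD, n = 3; log2 fold change -1.45, adjusted p = 0.315 over all genes). Under HF 0 genes were called adjusted over the list alone and 0 over all genes.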

We highlighted 6 differentially expressed canonical pathways between CTRL LF and VDD LF males (Supplementary Table S1), and 15 differentially expressed canonical pathways between CTRL HF and VDD HF males (Supplementary Table S2). Three common pathways were found (Figure 2B). In females, in both conditions CTRL LF vs. VDD LF and in CTRL HF vs. VDD HF, using GO analysis, no pathway that triggers the inflammation in the LF situation and two inflammatory pathways in the HF diet were identified (Figure 2C; Supplementary Table S3). 

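In females, limma's calls again left no gene for a Reactome test of VDD against CTRL mothers. With the calls of the authors' deposited table, 60 genes with an identifier under LF and 378 under HF, Fisher's exact test gave 0 of 51 inflammatory pathways in each comparison. Pathways of other kinds passed an adjusted p of 0.05, 42 of 866 under LF and 28 of 865 under HF. The paper's lists are longer, with 1323 and 1451 genes. Lists of that length from the authors' deposited table, at an unadjusted p under 0.05 (LF) and 0.01 (HF) chosen after the data were seen, held 1183 and 1317 genes with an identifier and also gave 0 inflammatory pathways.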

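In females the median log2 fold change of the inflammation genes was -0.12 in CTRL LF vs. VDD LF females (27 genes higher and 37 lower, adjusted p = 0.224) and -0.26 in CTRL HF vs. VDD HF females (23 higher and 45 lower, adjusted p = 0.181). With 1 library left out at a time, the HF value ranged from -0.56 without VDD HF female 2081 to 0.092 without VDD HF female 2083, so its sign depended on single mice. Under LF it stayed between -0.19 and -0.003. None of the genes was called in either comparison, whether adjusted over the list alone or over all genes.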

Using IPA, 5 differentially expressed canonical pathways between CTRL LF and VDD LF females (Supplementary Table S4), and 8 differentially expressed canonical pathways between CTRL HF and VDD HF females were identified (Figure 2D, Supplementary Table S5). Five pathways were found in common between the CTRL LF vs. CTRL HF and VDD LF vs. VDD HF.

Then, we analysed the impact of a HF diet on the same maternal vitamin D status background (CTRL or VDD). In males, 2 pathways related to inflammation were observed in CTRL LF vs. CTRL HF (Supplementary Table S6) and 22 pathways in VDD LF vs. VDD HF (Figure 2A, Supplementary Table S7). In these 2 analyses, the “response to cytokines” pathway was induced, but the upregulation in VDD HF vs. VDD LF condition was higher compared with the CTRL HF vs. CTRL LF condition as revealed by the number of genes involved and the associated *p*-value (120 genes vs. 67 genes, and 6.95 × 10^−8^ *p*-value vs. 9.48 × 10^−4^ *p*-value, respectively). 

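For CTRL LF vs. CTRL HF males, 8 genes called with limma had an identifier, and for VDD LF vs. VDD HF males 12. Fisher's exact test gave 0 of 51 inflammatory Reactome pathways and 0 pathways of any kind in both. With the lists called in the authors' deposited table, 408 and 1147 genes with an identifier, the number of inflammatory pathways was again 0 in both, while 16 and 28 pathways of any kind passed an adjusted p of 0.05. The paper's lists are longer, with 1065 and 2406 genes. For the second, an unadjusted p under 0.01 in the authors' deposited table, chosen after the data were seen, gives 2406 genes, 2097 of them with an identifier. These gave 3 inflammatory pathways against all genes with a p and 0 against genes with an adjusted p. A list of 1065 genes was not tested.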

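The inflammation genes rose under HF in males of both maternal groups. Their median log2 fold change in CTRL LF vs. CTRL HF males was 0.39, with 45 genes higher and 21 lower (limma's camera test, adjusted p = 0.000421). It was 0.79 in VDD LF vs. VDD HF males, with 53 genes higher and 12 lower (adjusted p = 3.37e-06). The p under fry was 0.232 in CTRL males and 0.028 in VDD males. Leaving out single libraries gave medians of 0.29 to 0.57 in CTRL males and 0.51 to 1.06 in VDD males. Adjusted over the list alone, 5 genes were called in CTRL males, Hp, Il1rn, Lgals3 and Mmp12 as higher and Cxcl13 as lower, against 1 (Cxcl13) over all genes. In VDD males 1 gene, Mmp12, was called over the list alone and 0 over all genes.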

The same analyses were performed using IPA software and similar results were obtained. 

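Itgax, which encodes CD11c, rose from 46.1 ± 13.7 normalized reads in CTRL LF to 157 ± 72.5 in CTRL HF males (SD, n = 3), a log2 fold change of 1.69 (standard error 0.37, adjusted p = 0.0642). In VDD males it rose from 26.4 ± 22.0 to 231 ± 92.3, a log2 fold change of 3.33 (standard error 0.63, adjusted p = 0.0393). Mmp12, a macrophage elastase gene, and Cxcl13 were among the inflammation genes with the smallest p. Mmp12 had log2 fold changes of 3.78 in CTRL males (adjusted p = 0.0291) and 5.19 in VDD males (adjusted p = 0.0137). For Ccl2 they were 0.67 and 1.55, for Adgre1 (the F4/80 antigen) 0.62 and 1.56, and for Cd68 0.87 and 1.19, with adjusted p from 0.0968 to 0.354. Saa3, an acute-phase gene, fell by 1.02 on the log2 scale in CTRL males and rose by 3.69 in VDD males, with adjusted p of 0.477 and 0.146. The fall rested on CTRL LF male 2296, without which the change was 0.037, and with single libraries left out the rise lay between 2.35 and 4.58, the lowest without VDD LF male 2078. Cxcl13 fell from 851 ± 79.5 to 91.2 ± 18.0 in CTRL males, a log2 fold change of -3.22 (standard error 0.20), and it was called.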

Namely, when comparing CTRL LF vs. CTRL HF, 6 differentially expressed canonical pathways were highlighted (Supplementary Table S8) and 28 differentially expressed canonical pathways between VDD LF and VDD HF males (Supplementary Table S9). Four pathways were found in common between the CTRL LF vs. CTRL HF and VDD LF vs. VDD HF (Figure 2B). In females, GO analysis revealed 11 pathways related to inflammation in CTRL LF vs. CTRL HF (Supplementary Table S10) and none in VDD LF vs. VDD HF females (Figure 2C). 

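In females the Reactome test had no limma calls to work on. With the calls of the authors' deposited table, 1118 genes with an identifier for CTRL LF vs. CTRL HF and 31 for VDD LF vs. VDD HF, 0 of 51 inflammatory pathways passed an adjusted p of 0.05 in both. With 1524 genes at an unadjusted p under 0.01, chosen as a setting after the data were seen, 1 inflammatory pathway passed in CTRL females. With 80 such genes none did in VDD females. The paper's lists are longer, with 2234 and 363 genes. Lists of that length from the authors' deposited table, at an unadjusted p under 0.01 chosen after the data were seen, held 2013 and 320 genes with an identifier. The first gave 1 inflammatory pathway against all genes with a p and 0 against genes with an adjusted p, the second 0 against both.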

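In CTRL LF vs. CTRL HF females the inflammation genes had a median log2 fold change of 0.53, with 57 genes higher and 10 lower (adjusted p = 3.58e-06, limma's camera test). In VDD LF vs. VDD HF females the median was 0.44, with 53 higher and 12 lower (adjusted p = 0.000125). The first stayed between 0.42 and 0.64 with single libraries left out. The second was 0.0 without VDD HF female 2081 and at most 0.78. The difference between the responses of VDD and CTRL females, fitted as an interaction over the 12 female libraries with their recovered reads scaled together, had a median of -0.12 (adjusted p = 0.755). It changed sign with single libraries, from -0.50 without VDD HF female 2081 (p of 6.15e-05) to 0.13 without VDD HF female 2083 (p of 0.0232). Limma called 0 genes for the interaction, as did limma-voom, and 1352 of 17430 had an unadjusted p under 0.05. No gene of the list was called in these female comparisons, either adjusted over the list alone or over all genes.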

Using IPA, 11 differentially expressed canonical pathways between CTRL LF and CTRL HF females (Supplementary Table S11) and 2 canonical pathways between VDD LF and VDD HF females were observed (Supplementary Table S12). No common pathway was found between the two groups (Figure 2D).

These gene lists were used in Gene Ontology (GO) and Ingenuity Pathway Analysis (IPA) tools to identify metabolic pathways that were affected differently by the maternal diet and the subsequent LF/HF diet. Pathways were manually filtered to keep those connected to inflammation. Finally, quantitative analyses were performed to determine the impact of the maternal and/or adult diets on inflammation pathways in offspring.

### 3.3. HF Diet and Maternal VDD Regulate miRNA Expression and Related Inflammatory Pathways

To go further in the identification of inflammation process, we investigated the effect of maternal VDD and/or HF diet on inflammation-related miRNA expression (Table 2, Supplementary Table S13) and related inflammatory pathways using IPA. The effect of maternal VDD was analysed in LF and HF conditions. In males, 5 pathways were obtained between CTRL LF and VDD LF (Supplementary Table S14) and no pathways were found in CTRL HF vs. VDD HF (Figure 3A). In females, the comparison CTRL LF vs. VDD LF females identified 16 inflammatory pathways (Supplementary Table S15) and 16 inflammatory pathways in CTRL HF vs. VDD HF (Figure 3B, Supplementary Table S16). Seven of these pathways were discovered to be common. The same methodology was implemented to investigate the effects of HF diet on the same type of maternal regimen. In IPA, the gene list revealed no pathways in CTRL LF vs. CTRL HF and 7 in VDD LF vs. VDD HF in males (Figure 3A, Supplementary Table S17). In females, 19 inflammatory pathway responses in CTRL LF vs. CTRL HF (Supplementary Table S18) and 10 inflammatory pathways responses in VDD LF vs. VDD HF were observed (Figure 3B, Supplementary Table S19), among which 6 were common.

### 3.4. HF Diet and Maternal VDD Activate NF-kB and p38

To unveil the molecules at the origin of inflammatory response in white adipose tissue, NF-kB and p38 signaling were investigated. Thus, p65 phosphorylation and p38 phosphorylation were quantified. Highest p65 phosphorylation was found in VDD HF males compared with other groups (Figure 4A) whereas p38 phosphorylation was significantly induced in CTRL HF males compared with other groups (Figure 4B). p65 phosphorylation in females was induced only in CTRL HF compared with other groups (Figure 4E), whereas p38 tended to be highly phosphorylated in CTRL HF but did not reach statistical significance (Figure 4F).

In both males (Figure 4C) and females (Figure 4G), a significant correlation was calculated between adiposity index and p65 phosphorylation, whereas no significant correlation was observed between p38 phosphorylation and adiposity index (Figure 4D,H).

## 4. Discussion

Maternal diet is now recognised as an important factor in fetal development and offspring metabolic programming [31], in line with the DOHaD concept [32]. This concept states that early life environment may impact the risk of developing chronic diseases, formerly referred to as non-communicable diseases, from childhood to adulthood. In other words, the DOHaD corresponds to fetal or developmental programming. The fact that vitamin D shapes adipose tissue inflammatory profile in adults prompted us to test its ability to program adipose tissue inflammation in offspring.

C57BL/6J mouse strain has been found to be a *bona fide* interesting model for obesity and associated dysfunctions, including metabolic inflammation. To study the effect of maternal VDD, female mice were fed with a vitamin D-free diet for at least 8 weeks premating and during the gestation period. After delivery, mice were all fed with control diet. At the age of 6 weeks, the offspring were randomised and received a low-fat (7% of total energy from fat) or high-fat diet (45% of total energy from fat) for 8 weeks to study the combined effect of the diet and maternal VDD on retroperitoneal adipose tissue inflammation.

To evaluate the combined effect of VDD and HF, a morphological analysis was established. In agreement with already published data of our team [11], we observed in this model an increase in the body weight under HF diet in both CTRL and VDD males. Adiposity index, which is used as a good marker of fat pads accumulation, independently of total body weight, was not affected by VDD in the LF condition, but was dramatically increased in the HF condition compared with the other group (CTRL LF, CTRL HF, and VDD LF). In females, a higher body weight and adiposity index was observed in CTRL HF compared with the other groups (CTRL LF, VDD LF and VDD HF). Surprisingly, the VDD HF group had a similar body weight and adiposity index to the LF groups (CTRL LF and VDD LF), thus demonstrating a strong sex-specific metabolic response.

Such increase in adiposity index in males and females groups prompted us to evaluate consequences in terms of inflammation, since it is well-established that adiposity or obesity is strongly associated with an increase of adipose tissue inflammation [18]. To study such inflammatory response, an RNA-seq approach was conducted on retroperitoneal adipose tissue and impacted metabolic pathways were estimated using Gene Ontology enrichment analysis (GO) and Ingenuity pathway analysis (IPA). After curation, only pathways related to inflammation were maintained in our quantitative analysis, based on the number of pathways impacted.

When comparing the impact of maternal VDD, under LF diet (CTRL LF vs. VDD LF) in males, only two linked inflammatory pathways were found to be significantly different, including a downregulation of “LPS/IL-1 Mediated Inhibition of RXR Function”, suggesting thus that under normal diet, the effect of VDD in males is very minor or null. However, under HF diet (CTRL HF vs. VDD HF) in males, we observed that two important pathways for adipose tissue biology [20], i.e., “NF-κB activation by viruses” and “p38 MAPK Signaling” were upregulated, suggesting that VDD exacerbated inflammation mediated by HF diet. 

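For retinoid and liver X receptors, a list of 26 LXR and RXR target genes was tested, of which 22 passed the filter in LF males. It is not the IPA gene list. The median log2 fold change of VDD LF over CTRL LF was -0.16, with 8 genes higher and 14 lower (limma's camera test, unadjusted p of 0.0619). Leaving out single libraries gave -0.25 to -0.048, and that p fell below 0.05 without CTRL LF male 2287 or 2296 or VDD LF male 2078 or 2302. With limma-voom on the recovered reads, a setting added after the data were seen, the median was -0.17 and the camera p 0.0489. None of the genes of this list was called, adjusted over the list alone or over all genes.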

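Lists of 36 NF-kB target genes and 31 p38 and MAPK pathway genes were fixed beforehand and are not the IPA lists. In CTRL HF vs. VDD HF males, 31 NF-kB target genes had a median log2 fold change of -0.023, with 15 higher and 16 lower (limma's camera test, unadjusted p of 0.303). The sign of this median depended on single mice, being 0.086 without CTRL HF male 2131 and 0.052 without VDD HF male 2298. The 30 tested p38 and MAPK genes had a median of 0.13, with 21 higher and 9 lower (adjusted p = 0.0908 over 88 tests of lists). Its unadjusted p of 0.0413 rose above 0.05 without CTRL HF male 2127 or 2128 or VDD HF male 2298 or 2307, and with fry (0.198). With the skeletal muscle score as a covariate the median was 0.073. Both lists gave 0 called genes, adjusted over the list alone and over all genes. Nfkb1 had 985 ± 94.4 normalized reads in CTRL HF and 847 ± 84.6 in VDD HF males (SD, n = 3), a log2 fold change of -0.22 (standard error 0.14, adjusted p = 0.978). For Rela, which encodes p65, the log2 fold change was -0.030 and for Mapk14, which encodes p38 alpha, 0.077, with standard errors of 0.16 and 0.14 and an adjusted p of 0.999 for both. Phosphorylation of p65 cannot be read from transcripts.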

To highlight the impact of a HF diet on inflammatory process in both CTRL and VDD situation, we compared the CTRL and the VDD in both LF and HF diets. An induction of the inflammatory response in CTRL LF vs. CRTL HF was observed, but this induction was even more remarkable in VDD males subjected to an HF compared to LF diet. Indeed, in these two conditions, the “response to cytokines” pathway was induced. This is a very important pathway of inflammation that includes 757 genes and recapitulates most on the inflammatory response. 

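A list of 33 macrophage genes followed the same order as the inflammation list in males. Both lists hold Mmp12, Lgals3, Csf1r and Lyz2, so the macrophage list is not a separate line of evidence. Under HF its median log2 fold change was 0.50 in CTRL males, with 28 genes higher and 5 lower, and 1.15 in VDD males, with 30 higher and 3 lower (limma's camera test, adjusted p = 4.6e-06 and 6.74e-07). With fry the p rose to 0.102 and 0.0515, and with the estimated correlation to 0.213 and 0.218. Single libraries left out gave 0.34 to 0.73 and 0.78 to 1.39. Adjusted over the list alone, 4 genes were called in CTRL males (Atp6v0d2, Itgax, Lgals3 and Mmp12) and 1 in VDD males (Mmp12), against 0 over all genes in each.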

In CTRL LF vs. CTRL HF comparison, 67 genes differentially regulated while in VDD LF vs. VDD HF comparison, 120 genes were regulated, suggesting that the response is much more marked in animals born from VDD mice than in animals born from CTRL mice. This qualitative response was confirmed by a statistic *p*-value more important in the VDD animals than in the CTRL animals. 

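Whether the response to HF differed between males born from VDD and CTRL mice was tested as an interaction, with the recovered reads of the 12 male libraries scaled together. The inflammation genes had a median difference in log2 response of 0.52, larger in VDD for 56 of 67 genes (limma's camera test, adjusted p = 8.87e-06). The interaction had a p of 0.203 with fry and of 0.196 with the estimated correlation. It stayed above 0 whichever library was left out, from 0.30 to 0.82. With limma and with limma-voom 0 of 16925 genes were called for the interaction, and with limma 654 had an unadjusted p under 0.05. None of the 67 genes was called when adjusted over the list alone.

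Averaged over the list, the log2 level was 6.77 ± 0.34 in CTRL LF, 7.00 ± 0.23 in CTRL HF, 6.31 ± 0.36 in VDD LF and 7.16 ± 0.41 in VDD HF males (SD, n = 3 each). The mean of VDD HF males lay within 1 SD of that of CTRL HF males, and the mean of VDD LF males lay more than 1 SD below that of CTRL LF males. From the number of regulated genes of the response to cytokines in the 2 comparisons, the paper proposes that the response is much more marked in animals born from VDD mice.

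**Figure D1:**
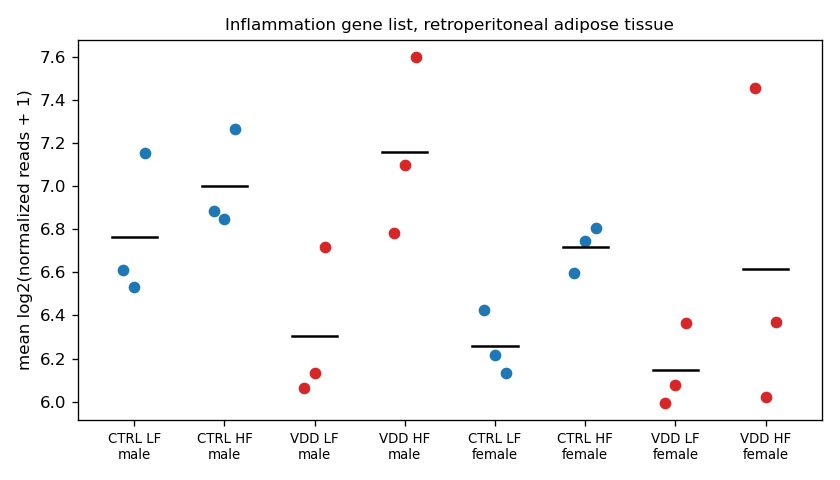
Mean log2(normalized reads + 1) of the inflammation gene list in each library, by group, with reads scaled over the 24 libraries. Points are mice, 3 per group, and bars are group means. Among males the mean is lowest in VDD LF (6.31) and highest in VDD HF (7.16), and 1 VDD HF female lies at 7.46.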

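Lep, which encodes leptin, was among the genes named beforehand as a transcript of adipocytes. In CTRL LF vs. VDD LF males it fell from 3523 ± 1352 to 359 ± 233 normalized reads (SD, n = 3), a log2 fold change of -3.52 (standard error 0.63, adjusted p = 0.523). It rose in CTRL HF vs. VDD HF males from 8152 ± 2489 to 16404 ± 987, a log2 fold change of 1.05 (standard error 0.24, adjusted p = 0.94). The HF diet raised it by 0.96 on the log2 scale in CTRL males (adjusted p = 0.168) and by 5.57 in VDD males (standard error 0.60, adjusted p = 0.0146). In VDD males it was called without VDD LF male 2078 (adjusted p = 0.00797) or 2310 (0.00974), and not in the other 4 fits with 1 library left out. It was also called in the fit over the 12 male libraries (adjusted p = 0.00028) and without the filter on low values (adjusted p = 0.00988). The interaction was 4.60 on the log2 scale (standard error 0.73, adjusted p = 0.369). Adjusted over the 31 adipocyte genes alone, Lep was called in VDD LF vs. VDD HF males, with Mest, Npr3 and Sfrp5 (4 genes, against 1 over all genes), and in the interaction, with Npr3 (2 genes, against 0).

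**Figure D2:**
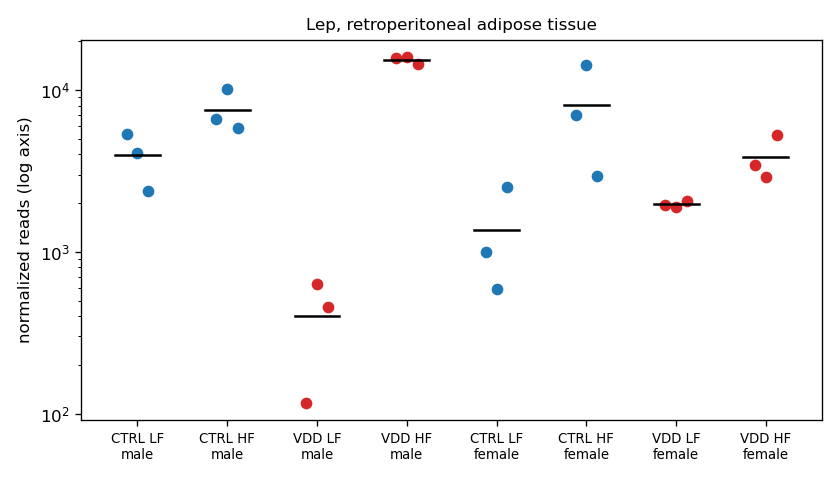
Normalized reads of Lep in each library on a log axis, by group, with reads scaled over the 24 libraries. Points are mice, 3 per group, and bars are group means. The 3 VDD HF males lie between 14378 and 15908, above every CTRL HF male, and the 3 VDD LF males lie between 117 and 629, below every CTRL LF male.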

Interestingly, such proinflammatory profile of VDD HF males group perfectly fit with adiposity index which is more pronounced in these animals. Altogether theses data suggest an additional effect of VDD and HF in males regarding the mediation of adipose tissue inflammation.

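A list of 35 NRF2 target genes, fixed beforehand and not the IPA list, was higher in females born from VDD mice under both diets. The median log2 fold change in CTRL LF vs. VDD LF females was 0.32, with 25 genes higher and 8 lower (limma's camera test, adjusted p = 0.0105). It was 0.37 in CTRL HF vs. VDD HF females, with 29 higher and 4 lower (adjusted p = 0.000518). The HF result kept a p under 0.05 with fry (0.00995) and with the estimated correlation (0.0281). The LF result did not (0.166 and 0.252). With single libraries left out, the medians were 0.13 to 0.47 under LF and 0.25 to 0.37 under HF. Under LF the highest mean log2 level of the list, 10.42, was in VDD LF female 2303, a library that also held kidney transcripts. VDD LF females 2311 and 2312 had 10.19 and 9.86, against 9.57 to 9.82 in CTRL LF females. How far the kidney transcripts raised the LF value was not tested. Both comparisons had 0 called genes, adjusted over the list alone and over all genes.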

In females, in the response to maternal deficiency, the same response in both CTRL LF vs. VDD LF and CTRL HF vs. VDD HF groups was characterised by an upregulation of “NRF2-mediated Oxidative Stress Response”. 

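In CTRL LF vs. CTRL HF females, 32 of the 33 macrophage genes were higher under HF, with a median log2 fold change of 0.80 (limma's camera test, adjusted p = 3.4e-09). The p was 0.0126 with fry and 0.0996 with the estimated correlation. Adjusted over the list alone, 8 genes were called, all higher under HF (C1qc, Cd53, Csf1r, Ctss, Fcer1g, Fcgr3, Lyz2 and Tyrobp), and 0 over all genes. Csf1r and Lyz2 are also in the inflammation list, and they were not called when adjusted over that list alone. The chemokine gene Ccl2 rose from 23.6 ± 6.1 to 60.6 ± 13.5 normalized reads (SD, n = 3), a log2 fold change of 1.3 (standard error 0.29, adjusted p = 0.041). Adgre1 rose from 329 ± 164 to 677 ± 64.8, a log2 fold change of 1.14 (standard error 0.30, adjusted p = 0.061). Lep rose by 2.54 on the log2 scale, from 1526 ± 1129 to 9004 ± 6497 (adjusted p = 0.0602).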

In CTRL females, under HF diet (CTRL LF vs. CTRL HF) the “chemokine signaling” was upregulated as well as “response to cytokine”, in which 106 genes were upregulated in the CTRL HF females. It is noteworthy that that animals also displayed higher adiposity supporting the association between adiposity and inflammation. In agreement, in the VDD LF vs. VDD HF analysis, no inflammatory pathway was overexpressed and no discrepancy in terms of adiposity was observed between these groups.

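In VDD LF vs. VDD HF females the macrophage list had a median log2 fold change of 0.57, with 28 genes higher and 4 lower (limma's camera test, adjusted p = 0.000535; p of 0.487 with fry). The median rested on 1 mouse. Without VDD HF female 2081 the median was -0.054, and with the other libraries left out in turn it reached 1.03. Itgax had 297 normalized reads in that mouse, 46.1 and 48.4 in the other 2 VDD HF females, and 15.0, 17.6 and 24.7 in the VDD LF females. Its log2 fold change stayed between 1.28 and 2.61 with single libraries left out, and that of Ccl2 between 0.59 and 2.34 (adjusted p = 0.837 for each in the full fit). Adgre1 had a log2 fold change of 0.57 (adjusted p = 0.902) and of -0.21 without that mouse. None of the macrophage genes was called, adjusted over the list alone or over all genes. Lep rose by 0.93 on the log2 scale (standard error 0.23, adjusted p = 0.837).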

MicroRNAs (miRNAs) are involved in adipose tissue inflammation during obesity [19,33,34,35]. This led us to investigate the miRNA profile and predicted associated pathways. In our study, for the first time, it was demonstrated that maternal VDD deregulated miRNA expression profiles in both male and female offspring. Moreover, this regulation also appeared to be sex-dependent, with a higher number of miRNAs modulated in females. The reason for such a discrepancy will require further investigations. To go further, predicted mRNA targets of the deregulated miRNAs were collected and enrichment analysis of pathway was conducted using IPA. In males, only one up-regulated miRNA was discovered in the CTRL LF vs. VDD LF, leading to the negative enrichment of five pathways, including “IL6 Signaling” and “ILK Signaling”, suggesting a decrease in inflammatory status in VDD LF males compared with CTRL LF males. Such an observation could be explained by the lower (even if not significant) adiposity index between VDD LF and CTRL LF males. In agreement, between VDD LF and VDD HF, five miRNAs were down-regulated, leading to positive enrichment of seven inflammatory-related pathways, including “p38 MAPK” and “Chemokine Signaling”, thus demonstrating at the miRNA level, the pro-inflammatory tone is also observable in male born from VDD mice and fed with HF diet. The comparison CTRL LF vs. VDD LF in females resulted in four up-regulated miRNA and subsequently 16 putative target pathways including “ERBB4 Signaling” and “p38 MAPK Signaling”, an important inflammatory pathway, as previously mentioned, supporting at the miRNA level that VDD is associated with a decrease of inflammatory status, even if no morphometric parameters, including adiposity support, are assumed. The origin of such a phenotype will require further investigations. Nevertheless, it is noteworthy that mR-146a-5p and mir-322-5p were both up-regulated within the four up-regulated miRNAs. These miRNAs are known to display anti-inflammatory effect: miR-146a-5p suppresses the inflammatory response in human adipocytes [36] and miR-322-5p targets NFkB1 and suppresses inflammatory cytokine production while promoting cell proliferation in LPS-stimulated murine macrophages [37], suggesting that even if pathway analysis revealed an upregulation of inflammatory pathways, miRNA at the origin of these putative enriched pathways display anti-inflammatory response. Similarly, in the CTRL HF vs. VDD HF in females, 16 pathways were predicted to be up-regulated on the basis of the down-regulation of one miRNA. In the VDD LF vs. VDD HF females, ten pathways were predicted to be up-regulated on the basis of the downregulation of three miRNA and in the CTRL LF vs. CTRL HF, 19 pathways were down-regulated (driven but the regulation of one miRNA). Surprisingly, all these data appeared to be inconsistent with morphometric parameters and notably with adiposity index. The origin of such inconsistence is presently unclear but could rely on the predictive approach implemented, which will require further optimisations.

Concerning molecular mechanisms, RNA seq and miRNA analysis as well as bibliography strongly converge to the putative role of NF-kB and p38/MAPK signaling pathways. Indeed, NF-kB and p38 are known to play a major role during adipose tissue inflammation [38,39]. Furthermore, we and others have demonstrated that the ability of VD to blunt inflammation in adipocytes and adipose tissue was linked to an inhibition of phosphorylation of these two signaling pathways [21,26,40,41,42]. To test the hypothesis of an NF-kB and/or p38 signaling involvement, we measured the phosphorylation level of p65 and p38 in adipose tissue. No activation of p65 or p38 in the VDD LF compared to CTRL LF males was observed, suggesting that the VDD alone does not activate inflammatory pathways in agreement with pathways analyses. Interestingly, a massive phosphorylation of p65 was observed, suggesting an additional effect of VDD and HF diet in male, as observed for inflammatory pathways and adiposity index. A significant induction of p38 phosphorylation was observed in the CTRL HF group, which is coherent since this pathway is known to be inducted during obesity [39]. Nevertheless, no impact of VDD was observed on the pathway. In females, p65 and p38 were not induced in VDD mice both under LF or HF diet, the only induction of p65 being found in CTRL HF that displayed the higher adiposity and activated inflammatory-related pathways.

The origin of the mechanisms that triggered the effect of vitamin D deficiency on inflammatory process in adipose tissue remains elusive. Nevertheless, we can speculate the epigenetics mechanisms could explain, at least in part, the observed phenotype. It is notably well-established that several Dups proteins are involved in dephosphorylation of stress-activated kinases [43]. It would be of interest to evaluate the epigenetic landscape of genes coding for these proteins. Clearly, further work is mandatory to elucidate the epigenetic mechanisms that may explain the observed regulations.

To summarise, our data established a link between the increased adiposity in males born from VDD mice and fed with a HF diet, which correlates with induction of mRNA and miRNA linked to inflammation and activation of p65 phosphorylation, whereas such a relationship was not observed in females. These data add to our understanding of maternal VDD influence on the offspring, particularly its predisposition to long-term metabolic health issues. It also highlights the sex-specific adipose tissue and inflammatory response that must be considered in terms of public health.

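The difference between the sexes in the interaction of maternal and offspring diet was fitted over all 24 libraries. For the inflammation genes its median was 0.59 on the log2 scale, larger in males for 52 of 68 genes (limma's camera test, adjusted p = 0.00767). With fry its p was 0.338 and with the estimated correlation 0.431. The median stayed between 0.33 and 0.99 with single libraries left out. Its p passed 0.05 without any 1 of 4 mice, CTRL LF male 2296, VDD HF male 2308, VDD HF female 2083 or VDD HF female 2121. Limma and limma-voom called 0 of 18399 genes, and with limma 1418 had an unadjusted p under 0.05. Adjusted over the list alone 1 gene was called, S100a8, and 0 over all genes. For Lep the difference was 6.23 (standard error 1.16, adjusted p = 0.292). Adjusted over the adipocyte list alone, Lep and Npr3 were called, and 0 genes over all genes.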

## Figures and Tables

**Figure 1:**
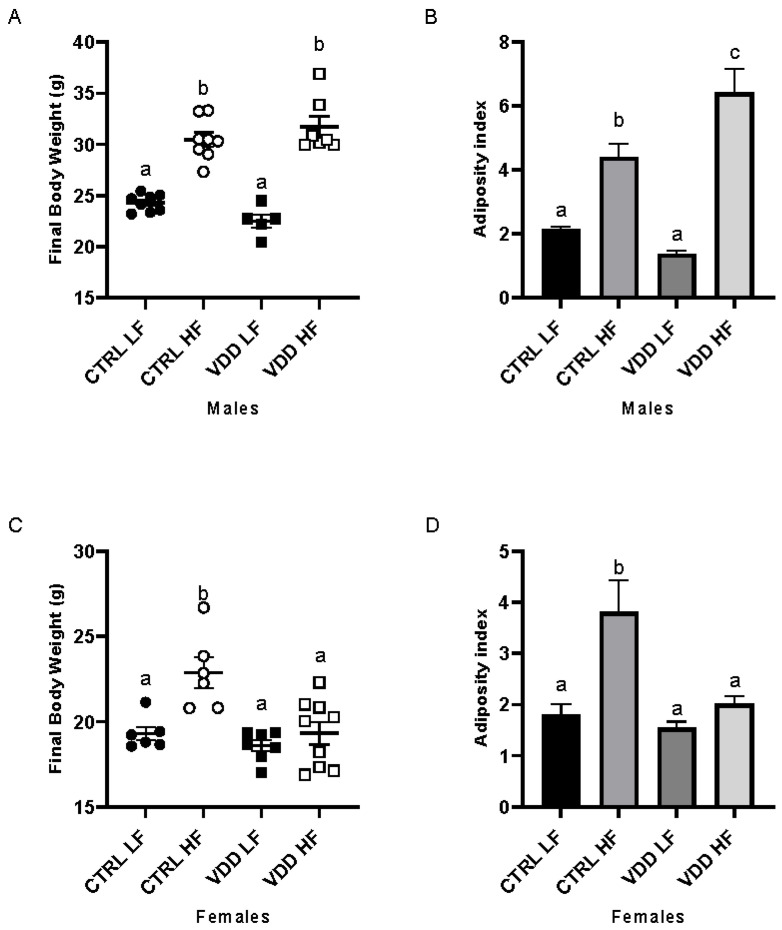
Body weight and adiposity index in males and females offspring. Body weight measured at the protocol end for the males and females offspring (**A**,**C**). Adiposity index of the offspring has been established for males and females (**B**,**D**). Values are presented as mean ± SEM. Bars not sharing the same letter were significantly different in Fisher’s LSD post hoc test. *p* < 0.05.

**Figure 2:**
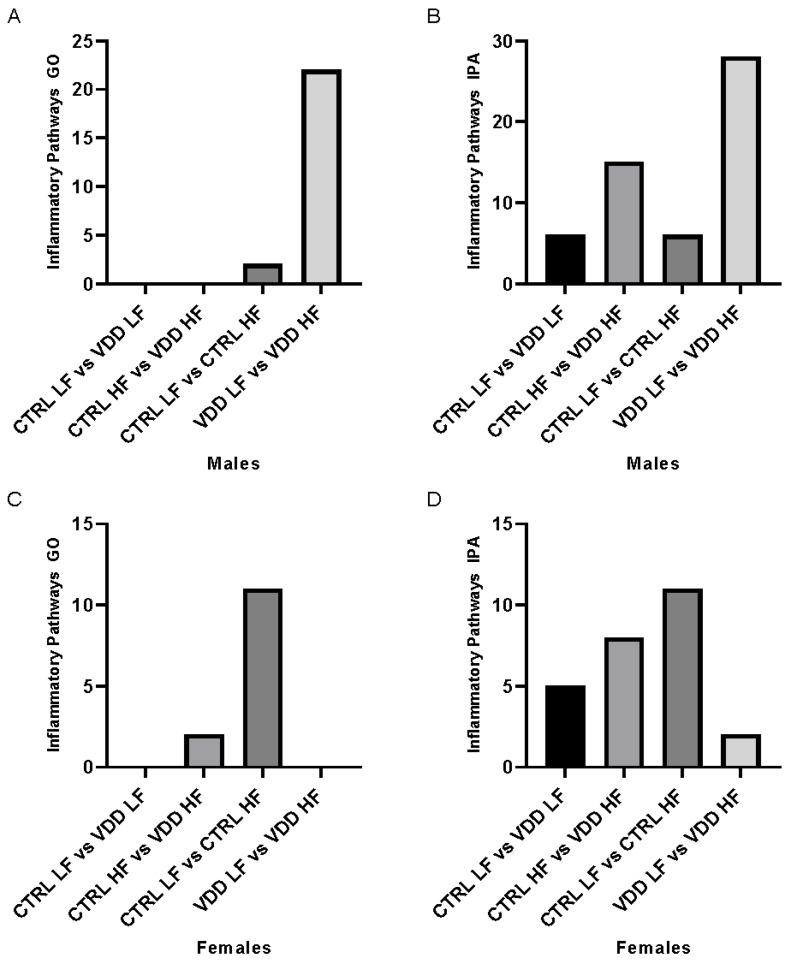
Inflammatory pathways linked to RNA profile in adipose tissue of the offspring. Quantitative representation of inflammatory pathways resulting in differential gene expression in retroperitoneal adipose tissue of the male offspring (**A**,**B**) and female offspring (**C**,**D**) using Gene Ontology (GO) and Ingenuity Pathway Analysis (IPA). Two sets of data were employed. The first is CTRL LF vs. VDD LF and CTRL HF vs. VDD HF. The second data is CTRL LF vs. CTRL HF and VDD LF vs. VDD HF. The genes were originally chosen based on the following criteria: *padj* < 0.01 and fold change FC > 1.5 or −0.66.

**Figure 3:**
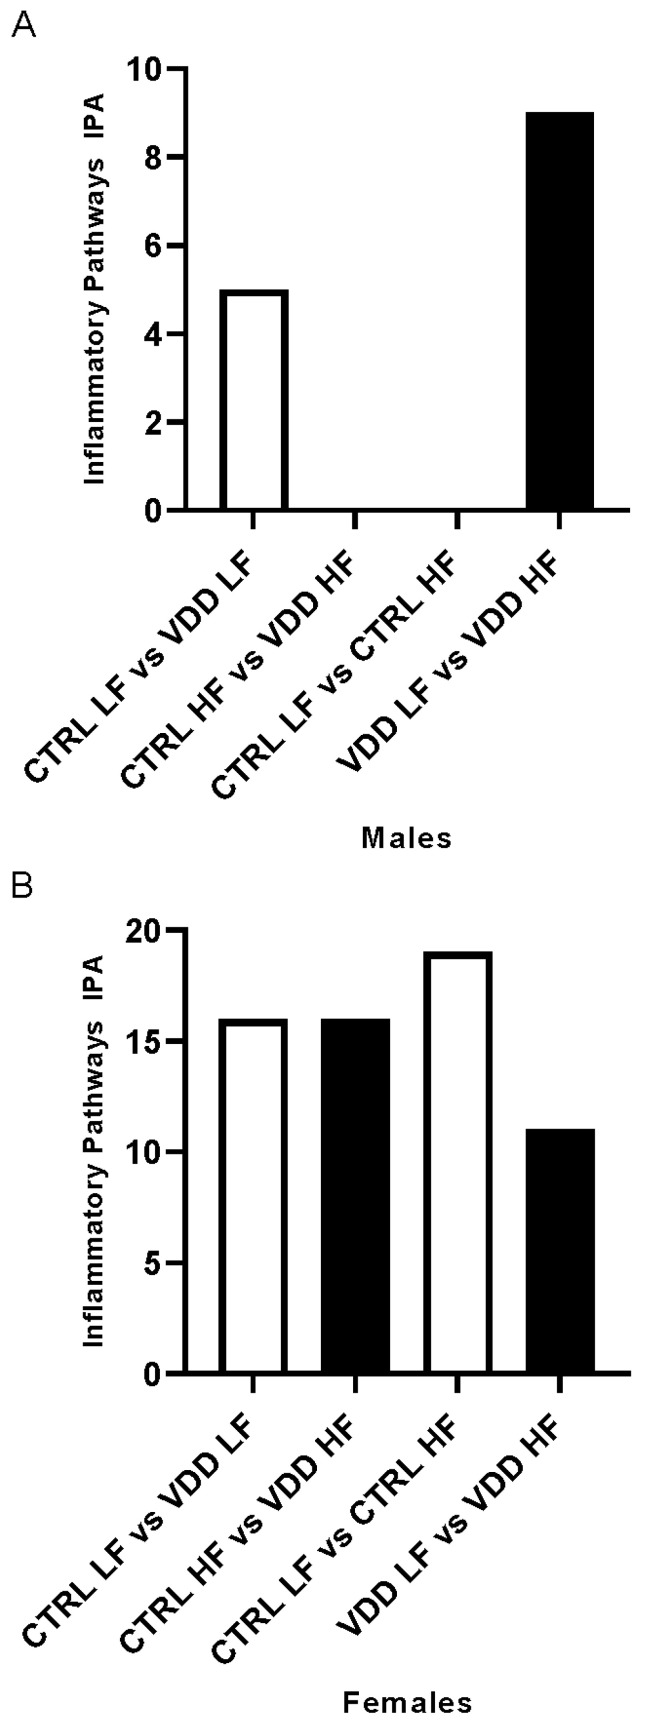
Inflammatory pathway linked to miRNA profile in adipose tissue of the offspring. Quantitative representation of miRNA expression in inflammatory pathways resulting in differential miRNA expression in retroperitoneal adipose tissue of the male offspring (**A**) and female offspring (**B**), using Ingenuity Pathway Analysis (IPA). Two sets of data were employed. The first is CTRL LF vs. VDD LF and CTRL HF vs. VDD HF. The second data set is CTRL LF vs. CTRL HF and VDD LF vs. VDD HF. Bars in white correspond to up-regulated pathways and bars in black for down-regulated pathways. TargetScan (genes were selected with an Aggregate PC 90%) and mirDB (genes were selected with a target score 80%) were used to identify inflammatory miRNA and create a predicted mRNA target list. The miRNA inflammation-related pathways in white adipose tissue were analysed using IPA. To assess the influence of the maternal diet and/or the adult diet on inflammation pathways in the offspring, quantitative analyses were carried out.

**Figure 4:**
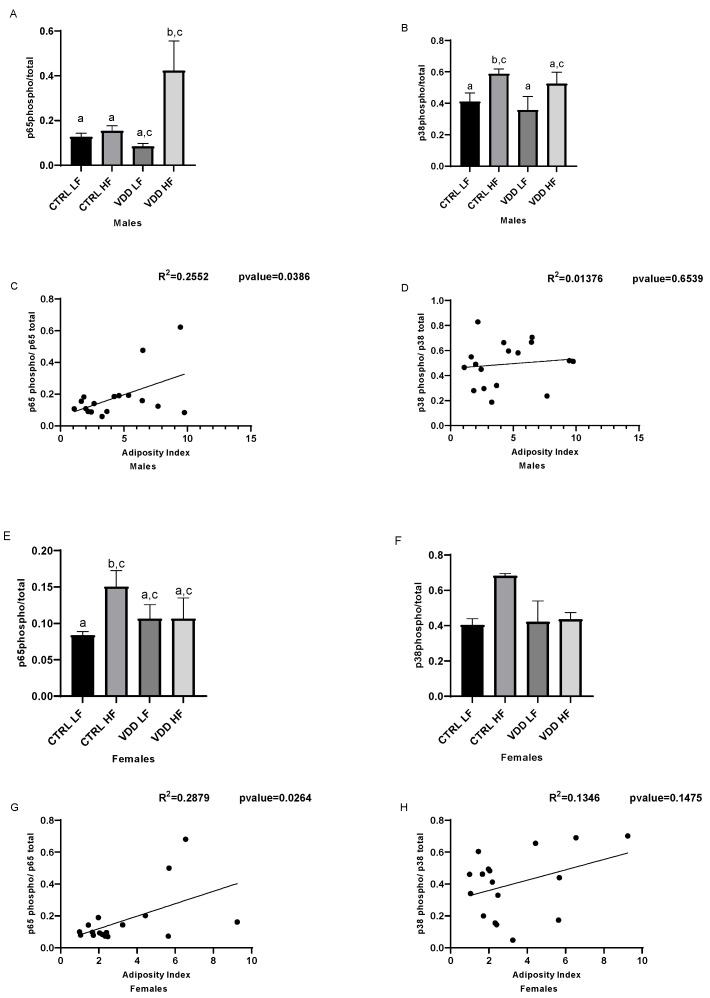
Phosphorylation levels of the NF-kB (p65) and p38 in adipose tissue of the offspring. Phosphorylation levels of p65 and p38 were evaluated using ELISA in males (**A**,**B**) and females (**E**,**F**). The data are expressed as relative expression ratios (p65phosphorylated/p65total and p38 phosphorylated/p38total). Values are presented as mean ± SEM. Bars not sharing the same letter were significantly different in Fisher’s LSD post hoc test. *p* < 0.05. Scatter plot of the correlation between adiposity p65 in males (**C**) and females (**G**), and scatter plot of the correlation between adiposity and p38 in males (**D**) and females (**H**), using Pearson r correlation, *p*  <  0.05 indicated that positive correlation was significant.

**Table 1:** The total number of differentially expressed mRNA genes, including up-regulated and down-regulated genes, in both males and females, was determined using data filtering with *padj* < 0.01 and FC > 1.5 or <−0.66.

	Total mRNA Differentially Expressed	Up-Regulated	Down-Regulated
Males			
CTRL LF vs. VDD LF	348	146	20
CTL HF vs. VDD HF	907	650	257
CTRL LF vs. CTRL HF	1065	581	484
VDD LF vs. VDD HF	2406	1315	1091
Females			
CTRL LF vs. VDD LF	1323	820	503
CTL HF vs. VDD HF	1451	719	732
CTRL LF vs. CTRL HF	2234	1250	984
VDD LF vs. VDD HF	363	185	178

**Table 2:** The total number of differentially expressed miRNA that enters White adipose tissue inflammatory pathways, including up-regulated and down-regulated miRNA, in both males and females, was determined using data filtering with *p* < 0.05.

	Total miRNA Differentially Expressed	Up-Regulated	Down-Regulated
Males			
CTRL LF vs. VDD LF	1	1	0
CTL HF vs. VDD HF	0	0	0
CTRL LF vs. CTRL HF	0	0	0
VDD LF vs. VDD HF	5	0	5
Females			
CTRL LF vs. VDD LF	4	4	0
CTL HF vs. VDD HF	1	0	1
CTRL LF vs. CTRL HF	1	1	0
VDD LF vs. VDD HF	3	0	3

## Data Availability

RNA seq data are available on GEO (accession number: GSE206372).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells11132024/s1, Supplemental Table S1: CRTL LF vs. VDD LF male, IPA; Supplemental Table S2: CTRL HF vs. VDD HF male, IPA; Supplemental Table S3: CTRL HF vs. VDD HF female, GO; Supplemental Table S4: CTRL LF vs. VDD LF female, IPA; Supplemental Table S5: CTRL HF vs. VDD HF female, IPA; Supplemental Table S6: CTRL LF vs. CTRL HF male, GO; Supplemental Table S7: VDD LF vs. VDD HF male, GO; Supplemental Table S8: CTRL HF vs. CTRL LF male, IPA; Supplemental Table S9: VDD LF and VDD HF male, IPA; Supplemental Table S10: CTRL LF vs. CTRL HF female, GO; Supplemental Table S11: CTRL LF and CTRL HF female, IPA; Supplemental Table S12: VDD LF and VDD HF female, IPA; Supplemental Table S13: miRNA differentially regulated; Supplemental Table S14: CTRL LF vs. VDD LF male, IPA; Supplemental Table S15: CTRL LF vs. VDD LF female, IPA; Supplemental Table S16: CTRL HF vs VDD HF female, IPA; Supplemental Table S17: VDD LF vs. VDD HF male, IPA; Supplemental Table S18: CTRL LF vs. CTRL HF female, IPA; Supplemental Table S19: VDD LF vs. VDD HF female, IPA.

# Supplementary material for: Maternal Vitamin D Deficiency in Mice Increases White Adipose Tissue Inflammation in Offspring
**Source:** Cells. 2022 Jun 25;11(13):2024. doi: 10.3390/cells11132024
**Supplement:** Supplementary file 1

**Supplemental Table S1. CTRL LF vs VDD LF male, IPA.**

| <b>Ingenuity Canonical Pathways</b>          | <b>p value</b> | <b>z-score</b> | <b>number of genes</b> |
|----------------------------------------------|----------------|----------------|------------------------|
| LXR/RXR Activation                           | 1,38E-05       | 0,707          | 9                      |
| HIF1 $\alpha$ Signaling                      | 0,0030903      | 0,707          | 8                      |
| LPS/IL-1 Mediated Inhibition of RXR Function | 0,0281838      | -1             | 7                      |
| AMPK Signaling                               | 0,0075858      | -0,447         | 8                      |
| cAMP-mediated signaling                      | 0,0177828      | -0,378         | 7                      |
| White Adipose Tissue Browning Pathway        | 0,0052481      | 0,816          | 6                      |

**Supplemental Table S2. CTRL HF vs VDD HF male, IPA.**

| <b>Ingenuity Canonical Pathways</b>          | <b>p value</b> | <b>z-score</b> | <b>number of genes</b> |
|----------------------------------------------|----------------|----------------|------------------------|
| IL-8 Signaling                               | 0,0371535      | -0,277         | 15                     |
| LPS/IL-1 Mediated Inhibition of RXR Function | 0,042658       | 0              | 17                     |
| HIF1 $\alpha$ Signaling                      | 1,995E-08      | 0,186          | 46                     |
| ErbB4 Signaling                              | 0,0081283      | 0,816          | 8                      |
| ILK Signaling                                | 9,772E-08      | 1,043          | 27                     |
| IL-6 Signaling                               | 0,0467735      | 1,134          | 10                     |
| ERK/MAPK Signaling                           | 0,0001288      | 1,213          | 22                     |
| PI3K Signaling in B Lymphocytes              | 0,0081283      | 1,265          | 13                     |
| NF- $\kappa$ B Activation by Viruses         | 0,047863       | 1,342          | 7                      |
| p38 MAPK Signaling                           | 0,0295121      | 1,414          | 10                     |
| PPAR $\alpha$ /RXR $\alpha$ Activation       | 0,0002291      | 1,604          | 20                     |
| ERK5 Signaling                               | 0,0112202      | 1,633          | 8                      |
| IL-3 Signaling                               | 0,0063096      | 1,89           | 9                      |
| Integrin Signaling                           | 0,0003236      | 2,065          | 21                     |
| White Adipose Tissue Browning Pathway        | 1,95E-05       | 2,357          | 18                     |

**Supplemental Table S3. CTRL HF vs VDD HF female, GO.**

| <b>GO biological process complete</b> | <b>Mus musculus - REFLIST (21988)</b> | <b>upload_1 (1935)</b> | <b>upload_1 (raw P-value)</b> | <b>upload_1 (FDR)</b> |
|---------------------------------------|---------------------------------------|------------------------|-------------------------------|-----------------------|
| positive regulation of MAPK cascade   | 516                                   | 51                     | 7,28E-04                      | 2,43E-02              |
| regulation of MAPK cascade            | 716                                   | 66                     | 5,86E-04                      | 2,06E-02              |

**Supplemental Table S4. CTRL LF vs VDD LF female, IPA.**

| <b>Ingenuity Canonical Pathways</b>          | <b>p value</b> | <b>z-score</b> | <b>number of genes</b> |
|----------------------------------------------|----------------|----------------|------------------------|
| LPS/IL-1 Mediated Inhibition of RXR Function | 0,0070795      | -1,414         | 21                     |
| LXR/RXR Activation                           | 0,0046774      | 2,309          | 13                     |
| NRF2-mediated Oxidative Stress Response      | 0,0144544      | 2              | 19                     |
| Apelin Adipocyte Signaling Pathway           | 0,018197       | 1              | 9                      |
| VDR/RXR Activation                           | 0,0031623      | 0,816          | 10                     |

**Supplemental Table S5. CTRL HF vs VDD HF female, IPA.**

| <b>Ingenuity Canonical Pathways</b>          | <b>p value</b> | <b>z-score</b> | <b>number of genes</b> |
|----------------------------------------------|----------------|----------------|------------------------|
| LPS/IL-1 Mediated Inhibition of RXR Function | 1,023E-09      | -1,528         | 55                     |
| NRF2-mediated Oxidative Stress Response      | 0,0177828      | 2,714          | 32                     |
| IL-15 Production                             | 0,0323594      | -2,828         | 18                     |
| LXR/RXR Activation                           | 0,0018197      | 0,535          | 22                     |
| p53 Signaling                                | 0,0077625      | 0              | 17                     |
| White Adipose Tissue Browning Pathway        | 1,38E-05       | -0,756         | 29                     |
| VDR/RXR Activation                           | 0,0017378      | 0              | 16                     |
| Apelin Adipocyte Signaling Pathway           | 0,0019055      | 1,5            | 17                     |

**Supplemental Table S6. CTRL LF vs CTRL HF male, GO.**

| <b>GO biological process complete</b> | <b>Mus musculus - REFLIST (21988)</b> | <b>upload_1 (1260)</b> | <b>upload_1 (raw P-value)</b> | <b>upload_1 (FDR)</b> |
|---------------------------------------|---------------------------------------|------------------------|-------------------------------|-----------------------|
| response to cytokine                  | 757                                   | 67                     | 9,48E-04                      | 3,76E-02              |
| brown fat cell differentiation        | 39                                    | 12                     | 1,35E-05                      | 1,09E-03              |

**Supplemental Table S7. VDD LF vs VDD HF male, GO.**

| <b>GO biological process complete</b>                                        | <b>Mus musculus - REFLIST (21988)</b> | <b>upload_1 (1260)</b> | <b>upload_1 (raw P-value)</b> | <b>upload_1 (FDR)</b> |
|------------------------------------------------------------------------------|---------------------------------------|------------------------|-------------------------------|-----------------------|
| regulation of cytokine production involved in inflammatory response          | 51                                    | 13                     | 2,13E-03                      | 4,95E-02              |
| negative regulation of response to cytokine stimulus                         | 57                                    | 14                     | 1,97E-03                      | 4,66E-02              |
| positive regulation of tumor necrosis factor superfamily cytokine production | 102                                   | 25                     | 5,92E-05                      | 2,71E-03              |
| positive regulation of tumor necrosis factor production                      | 101                                   | 24                     | 1,12E-04                      | 4,54E-03              |
| regulation of tumor necrosis factor superfamily cytokine production          | 169                                   | 37                     | 1,00E-05                      | 5,88E-04              |
| regulation of tumor necrosis factor production                               | 167                                   | 36                     | 1,62E-05                      | 8,81E-04              |
| regulation of cytokine-mediated signaling pathway                            | 112                                   | 24                     | 4,49E-04                      | 1,46E-02              |
| regulation of response to cytokine stimulus                                  | 122                                   | 26                     | 2,58E-04                      | 9,17E-03              |
| inflammatory response                                                        | 464                                   | 87                     | 7,72E-09                      | 1,03E-06              |
| cytokine-mediated signaling pathway                                          | 278                                   | 48                     | 1,10E-04                      | 4,48E-03              |
| positive regulation of cytokine production                                   | 448                                   | 77                     | 1,29E-06                      | 9,73E-05              |
| regulation of cytokine production                                            | 714                                   | 121                    | 2,16E-09                      | 3,34E-07              |
| negative regulation of cytokine production                                   | 268                                   | 45                     | 4,06E-04                      | 1,35E-02              |
| response to cytokine                                                         | 757                                   | 120                    | 6,95E-08                      | 7,45E-06              |

|                                            |     |     |          |          |
|--------------------------------------------|-----|-----|----------|----------|
| cellular response to cytokine stimulus     | 658 | 101 | 2,64E-06 | 1,85E-04 |
| regulation of ERK1 and ERK2 cascade        | 313 | 47  | 2,04E-03 | 4,79E-02 |
| positive regulation of MAP kinase activity | 209 | 37  | 4,41E-04 | 1,45E-02 |
| regulation of MAP kinase activity          | 285 | 50  | 5,71E-05 | 2,64E-03 |
| positive regulation of MAPK cascade        | 518 | 74  | 5,02E-04 | 1,60E-02 |
| regulation of MAPK cascade                 | 704 | 100 | 5,38E-05 | 2,51E-03 |
| response to leptin                         | 20  | 8   | 1,58E-03 | 3,98E-02 |
| brown fat cell differentiation             | 39  | 14  | 8,11E-05 | 3,53E-03 |

**Supplemental Table S8. CTRL HF vs CTRL LF male, IPA.**

| <b>Ingenuity Canonical Pathways</b>   | <b>p value</b> | <b>z-score</b> | <b>number of genes</b> |
|---------------------------------------|----------------|----------------|------------------------|
| IL-15 Production                      | 0,0019498      | 3              | 9                      |
| Gαi Signaling                         | 0,0041687      | -0,447         | 9                      |
| Integrin Signaling                    | 0,0093325      | 3              | 11                     |
| ILK Signaling                         | 0,0147911      | 2,121          | 10                     |
| HGF Signaling                         | 0,0301995      | 2              | 7                      |
| White Adipose Tissue Browning Pathway | 0,0346737      | 2,646          | 7                      |

**Supplemental Table S9. VDD LF and VDD HF male, IPA.**

| <b>Ingenuity Canonical Pathways</b>                             | <b>p value</b> | <b>z-score</b> | <b>number of genes</b> |
|-----------------------------------------------------------------|----------------|----------------|------------------------|
| IL-8 Signaling                                                  | 3,09E-05       | 4,796          | 25                     |
| CXCR4 Signaling                                                 | 0,0001622      | 2,673          | 20                     |
| IL-15 Production                                                | 0,0008511      | 3,873          | 15                     |
| IL-7 Signaling Pathway                                          | 0,0012303      | 2,53           | 11                     |
| Inflammasome pathway                                            | 0,002138       | 2,236          | 5                      |
| p53 Signaling                                                   | 0,0025704      | 0,302          | 12                     |
| Apelin Adipocyte Signaling Pathway                              | 0,0083176      | 0,333          | 10                     |
| IL-2 Signaling                                                  | 0,0085114      | 2,121          | 8                      |
| IL-9 Signaling                                                  | 0,0251189      | 2              | 5                      |
| CCR3 Signaling in Eosinophils                                   | 0,0295121      | 2              | 12                     |
| HIF1α Signaling                                                 | 0,0436516      | 3,5            | 16                     |
| Th2 Pathway                                                     | 0,0001047      | 1,732          | 18                     |
| Fcγ Receptor-mediated Phagocytosis in Macrophages and Monocytes | 0,0001585      | 3,742          | 14                     |
| PI3K/AKT Signaling                                              | 0,000631       | 2,646          | 21                     |
| Th1 Pathway                                                     | 0,0022387      | 2,714          | 14                     |
| STAT3 Pathway                                                   | 0,0056234      | 1,265          | 14                     |
| FcγRIIB Signaling in B Lymphocytes                              | 0,0075858      | 2,646          | 10                     |
| ERK/MAPK Signaling                                              | 0,0077625      | 2,309          | 18                     |
| PI3K Signaling in B Lymphocytes                                 | 0,0091201      | 3,464          | 14                     |
| Gαs Signaling                                                   | 0,0138038      | 2,828          | 12                     |
| Gαi Signaling                                                   | 0,0158489      | 1,667          | 13                     |
| Gαq Signaling                                                   | 0,017378       | 3,317          | 15                     |
| Noradrenaline and Adrenaline Degradation                        | 0,0251189      | 2,236          | 5                      |
| CREB Signaling in Neurons                                       | 0,0251189      | 5,667          | 41                     |
| Gα12/13 Signaling                                               | 0,0269153      | 3,464          | 12                     |

|                                     |           |       |    |
|-------------------------------------|-----------|-------|----|
| Integrin Signaling                  | 3,802E-08 | 5,292 | 31 |
| ILK Signaling                       | 1,072E-06 | 3,4   | 27 |
| Neuroinflammation Signaling Pathway | 0,0014125 | 4,796 | 30 |

**Supplemental Table S10. CTRL LF vs CTRL HF female, GO.**

| GO biological process complete             | Mus musculus<br>- REFLIST<br>(21988) | upload_1<br>(1935) | upload_1<br>(raw P-value) | upload_1 (FDR) |
|--------------------------------------------|--------------------------------------|--------------------|---------------------------|----------------|
| regulation of interleukin-2 production     | 59                                   | 15                 | 7,45E-04                  | 2,24E-02       |
| positive regulation of cytokine production | 448                                  | 68                 | 7,83E-05                  | 3,36E-03       |
| regulation of ERK1 and ERK2 cascade        | 313                                  | 47                 | 1,20E-03                  | 3,31E-02       |
| response to cytokine                       | 757                                  | 106                | 1,40E-05                  | 7,82E-04       |
| cellular response to cytokine stimulus     | 658                                  | 90                 | 1,66E-04                  | 6,35E-03       |
| regulation of cytokine production          | 714                                  | 96                 | 1,74E-04                  | 6,58E-03       |
| positive regulation of MAP kinase activity | 209                                  | 39                 | 5,53E-05                  | 2,53E-03       |
| positive regulation of MAPK cascade        | 518                                  | 87                 | 1,38E-07                  | 1,43E-05       |
| regulation of MAP kinase activity          | 285                                  | 47                 | 1,56E-04                  | 6,02E-03       |
| regulation of MAPK cascade                 | 704                                  | 105                | 1,41E-06                  | 1,05E-04       |

**Supplemental Table S11. CTRL LF and CTRL HF female, IPA.**

| Ingenuity Canonical Pathways          | p value   | z-score | number of genes |
|---------------------------------------|-----------|---------|-----------------|
| Gqi Signaling                         | 0,0066069 | 1,265   | 14              |
| $\alpha$ -Adrenergic Signaling        | 0,030903  | 2,236   | 10              |
| CCR3 Signaling in Eosinophils         | 0,0288403 | 2,646   | 12              |
| Th1 Pathway                           | 0,0144544 | 2,714   | 12              |
| Chemokine Signaling                   | 0,0380189 | 2,828   | 8               |
| ERK/MAPK Signaling                    | 0,0288403 | 2,887   | 17              |
| White Adipose Tissue Browning Pathway | 0,030903  | 2,887   | 12              |
| Neuroinflammation Signaling Pathway   | 0,0301995 | 2,982   | 23              |
| HIF1 $\alpha$ Signaling               | 0,0229087 | 3,5     | 17              |
| IL-15 Production                      | 0,0008128 | 3,873   | 15              |
| IL-8 Signaling                        | 0,0029512 | 4,123   | 20              |

**Supplemental Table S12. VDD LF and VDD HF female, IPA.**

| Ingenuity Canonical Pathways       | p value   | z-score | number of genes |
|------------------------------------|-----------|---------|-----------------|
| Apelin Liver Signaling Pathway     | 2,239E-05 | 2       | 4               |
| Hepatic Fibrosis Signaling Pathway | 0,0004169 | 2,646   | 10              |

**Supplemental Table S13. miRNA differentially regulated.**

**miR CTRL LF VDD LF males**

| mature ID       | pval     | Fold Change |
|-----------------|----------|-------------|
| mmu-miR-142a-5p | 0,033762 | 0,7445      |
| mmu-let-7d-5p   | 0,008579 | 1,685       |
| mmu-miR-141-3p  | 0,031802 | 0,0419      |
| mmu-let-7f-5p   | 0,009719 | 1,7523      |
| mmu-miR-29a-3p  | 0,035893 | 1,4357      |

**miR VDD LF VDD HF males**

| mature ID       | pval     | Fold Change |
|-----------------|----------|-------------|
| mmu-miR-29b-3p  | 0,005735 | 1,8142      |
| mmu-miR-30e-5p  | 0,045846 | 1,4028      |
| mmu-miR-30a-5p  | 0,04772  | 1,398       |
| mmu-miR-29a-3p  | 0,008446 | 1,9846      |
| mmu-miR-101a-3p | 0,001021 | 2,8915      |

**miR CTRL LF CTRL HF females**

| mature ID      | pval    | Fold Change |
|----------------|---------|-------------|
| mmu-miR-30d-5p | 0,01473 | 0,5886      |

**miR CTRL LF VDD LF females**

| mature ID       | pval     | Fold Change |
|-----------------|----------|-------------|
| mmu-miR-29b-3p  | 0,032927 | 1,6249      |
| mmu-miR-30e-5p  | 0,039019 | 1,6521      |
| mmu-miR-322-5p  | 0,044697 | 2,2197      |
| mmu-miR-146a-5p | 0,019032 | 2,3236      |

**miR VDD LF VDD HF females**

| mature ID      | pval     | Fold Change |
|----------------|----------|-------------|
| mmu-miR-29b-3p | 0,002694 | 3,9986      |

**miR CTRL HF VDD HF females**

| mature ID      | pval     | Fold Change |
|----------------|----------|-------------|
| mmu-miR-29a-3p | 0,037866 | 0,5728      |

**Supplemental Table S14. CTRL LF vs VDD LF male, IPA.**

| <b>Ingenuity Canonical Pathways</b> | <b>PVALUE</b> | <b>number of genes</b> |
|-------------------------------------|---------------|------------------------|
| IL-6 Signaling                      | 1,95E-05      | 7                      |
| IL-10 Signaling                     | 0,0112202     | 3                      |
| IL-7 Signaling Pathway              | 0,0141254     | 3                      |
| ILK Signaling                       | 0,040738      | 4                      |
| HIF1 $\alpha$ Signaling             | 0,0457088     | 4                      |

**Supplemental Table S15. CTRL LF vs VDD LF female, IPA.**

| <b>Ingenuity Canonical Pathways</b>                     | <b>PVALUE</b> | <b>number of genes</b> |
|---------------------------------------------------------|---------------|------------------------|
| ILK Signaling                                           | 0,002884      | 8                      |
| IL-4 Signaling                                          | 0,0051286     | 5                      |
| STAT3 Pathway                                           | 0,0057544     | 6                      |
| ERK5 Signaling                                          | 0,0120226     | 4                      |
| IL-8 Signaling                                          | 0,0134896     | 7                      |
| IL-7 Signaling Pathway                                  | 0,0141254     | 4                      |
| p38 MAPK Signaling                                      | 0,0147911     | 5                      |
| JAK/STAT Signaling                                      | 0,0169824     | 4                      |
| Th1 and Th2 Activation Pathway                          | 0,017378      | 6                      |
| Role of IL-17F in Allergic Inflammatory Airway Diseases | 0,0186209     | 3                      |
| IGF-1 Signaling                                         | 0,0363078     | 4                      |
| IL-2 Signaling                                          | 0,0363078     | 3                      |
| HIF1 $\alpha$ Signaling                                 | 0,0389045     | 6                      |
| IL-17A Signaling in Airway Cells                        | 0,0457088     | 3                      |
| TGF- $\beta$ Signaling                                  | 1,995E-05     | 8                      |
| ERBB4 Signaling                                         | 0,047863      | 3                      |

**Supplemental Table S16. CTRL HF vs VDD HF female, IPA.**

| <b>Ingenuity Canonical Pathways</b>                     | <b>PVALUE</b> | <b>number of genes</b> |
|---------------------------------------------------------|---------------|------------------------|
| IL-6 Signaling                                          | 6,026E-05     | 10                     |
| STAT3 Pathway                                           | 0,0004571     | 9                      |
| p38 MAPK Signaling                                      | 0,0009333     | 8                      |
| Role of MAPK Signaling in the Pathogenesis of Influenza | 0,0025119     | 6                      |
| ERK/MAPK Signaling                                      | 0,0036308     | 10                     |
| ILK Signaling                                           | 0,0067608     | 9                      |
| IGF-1 Signaling                                         | 0,0081283     | 6                      |
| IL-8 Signaling                                          | 0,0091201     | 9                      |
| Chemokine Signaling                                     | 0,0109648     | 5                      |
| TNFR1 Signaling                                         | 0,0112202     | 4                      |
| IL-2 Signaling                                          | 0,0190546     | 4                      |
| CCR3 Signaling in Eosinophils                           | 0,0263027     | 6                      |

|                             |           |   |
|-----------------------------|-----------|---|
| IL-10 Signaling             | 0,0323594 | 4 |
| ERK5 Signaling              | 0,0354813 | 4 |
| IL-17 Signaling             | 0,0380189 | 7 |
| NF-κB Activation by Viruses | 0,0416869 | 4 |

**Supplemental Table S17. VDD LF vs VDD HF male, IPA.**

| <b>Ingenuity Canonical Pathways</b>                     | <b>PVALUE</b> | <b>number of genes</b> |
|---------------------------------------------------------|---------------|------------------------|
| TGF-β Signaling                                         | 8,913E-06     | 13                     |
| p38 MAPK Signaling                                      | 0,001349      | 11                     |
| Th1 and Th2 Activation Pathway                          | 0,0029512     | 13                     |
| ERK/MAPK Signaling                                      | 0,0033113     | 15                     |
| STAT3 Pathway                                           | 0,0097724     | 10                     |
| Role of IL-17F in Allergic Inflammatory Airway Diseases | 0,0151356     | 5                      |
| ILK Signaling                                           | 0,0234423     | 12                     |
| CCR3 Signaling in Eosinophils                           | 0,025704      | 9                      |
| Chemokine Signaling                                     | 0,0389045     | 6                      |

**Supplemental Table S18. CTRL LF vs CTRL HF female, IPA.**

| <b>Ingenuity Canonical Pathways</b>                               | <b>PVALUE</b> | <b>number of genes</b> |
|-------------------------------------------------------------------|---------------|------------------------|
| IGF-1 Signaling                                                   | 0,0002884     | 8                      |
| Integrin Signaling                                                | 0,0007244     | 11                     |
| ERK5 Signaling                                                    | 0,0012589     | 6                      |
| Role of JAK2 in Hormone-like Cytokine Signaling                   | 0,0020893     | 4                      |
| ERK/MAPK Signaling                                                | 0,0028184     | 10                     |
| IL-4 Signaling                                                    | 0,0039811     | 6                      |
| TGF-β Signaling                                                   | 0,0046774     | 6                      |
| Role of JAK1 and JAK3 in γc Cytokine Signaling                    | 0,0051286     | 5                      |
| IL-23 Signaling Pathway                                           | 0,0064565     | 5                      |
| Role of JAK family kinases in IL-6-type Cytokine Signaling        | 0,0074131     | 3                      |
| IL-3 Signaling                                                    | 0,0091201     | 5                      |
| Chemokine Signaling                                               | 0,0095499     | 5                      |
| JAK/STAT Signaling                                                | 0,0107152     | 5                      |
| ILK Signaling                                                     | 0,0162181     | 8                      |
| IL-6 Signaling                                                    | 0,0177828     | 6                      |
| CCR3 Signaling in Eosinophils                                     | 0,0223872     | 6                      |
| STAT3 Pathway                                                     | 0,0223872     | 6                      |
| Role of MAPK Signaling in Promoting the Pathogenesis of Influenza | 0,0363078     | 5                      |
| IL-7 Signaling Pathway                                            | 0,0371535     | 4                      |

**Supplemental Table S19. VDD LF vs VDD HF female, IPA.**

| <b>Ingenuity Canonical Pathways</b> | <b>PVALUE</b> | <b>number of genes</b> |
|-------------------------------------|---------------|------------------------|
| Th1 and Th2 Activation Pathway      | 0,0001698     | 16                     |
| TGF- $\beta$ Signaling              | 2,754E-06     | 14                     |
| STAT3 Pathway                       | 0,0015849     | 12                     |
| p38 MAPK Signaling                  | 0,042658      | 8                      |
| IL-8 Signaling                      | 0,0436516     | 12                     |
| IL-3 Signaling                      | 0,0446684     | 6                      |
| IL-23 Signaling Pathway             | 0,0165959     | 5                      |
| IL-17 Signaling                     | 0,0199526     | 12                     |
| IL-15 Production                    | 0,0070795     | 10                     |
| ERK/MAPK Signaling                  | 0,011749      | 14                     |
| CCR3 Signaling in Eosinophils       | 0,0331131     | 9                      |

How the deposited data were processed for this re-analysis (not part of the article)

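Retroperitoneal adipose tissue of 24 mice was studied by RNA-seq of polyadenylated transcripts, with 3 mice in each of 8 groups: offspring of CTRL or VDD mothers, on the LF or the HF diet, of either sex. All 24 libraries were mapped to their group from their labels, which give sex, maternal diet and offspring diet. Litter and library batch are not given in the sources used here, and the labels carry no replicate number that pairs mice between groups.

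The authors trimmed reads with Sickle, aligned them with STAR keeping reads with 1 position only, assembled further transcripts with Cufflinks, counted reads with featureCounts and compared groups with DESeq2. The authors' deposited tables, 1 for each of 8 comparisons, hold log2(normalized reads + 1) for 6 libraries and 56899 entries, and the log2 fold changes of the 8 comparisons are differences between those deposited values. Interactions, list means per library, limma-voom, the trimmed mean of M-values and the pseudocount of 10 rest on the recovered reads instead, scaled anew or with another offset. The fold changes deposited by the authors are log2 ratios of the second group over the first. The p-values deposited by the authors, with and without adjustment, come from their own test and were used only where the authors' table is named. Size factors differ from table to table. Of the entries, 2470 are loci that the authors' assembly added, 24 names had been turned into dates by a spreadsheet, and 4 entries with 2 duplicated date-like names were left out, which left 56895. Of the other names, 98.8% (53748) are in GENCODE M21. The authors' genome build is not given in the sources used here, and no coordinates were compared. The files already include trimming, unique alignment, counting and scaling, and none of these steps was repeated. Reads were recovered by undoing the log2 and the size factor, and 100% of the values became whole numbers within 0.02.

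Between 13346779 and 18484346 reads per library fell on genes. Within groups the 24 pairs of mice correlated across genes with r from 0.832 to 0.979, and no pair was close enough to be 1 library entered more than once. Xist, Ddx3y, Kdm5d, Eif2s3y and Uty matched the labelled sex in every library. Kdm5d had 389 to 586 normalized reads in males and at most 1.4 in females, Eif2s3y 523 to 1360 and at most 1.9, and Uty 202 to 660 and at most 1.

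Each comparison was fitted to its own table with limma 3.58.1 (lmFit and eBayes with trend) in R 4.3.3, over genes with at least 10 normalized reads in at least 3 libraries. Before the data were examined, a negative binomial test on raw read counts had been chosen. The files hold log2 values, so limma was used instead. A negative binomial test on the recovered reads was not run, so the counts of called genes, those of 0 included, hold for limma and limma-voom only. Genes were called at a Benjamini-Hochberg adjusted p under 0.01 and a fold change above 1.5 or below 0.66. The interactions (maternal by offspring diet in each sex, the difference of these between the sexes, and sex by maternal diet under HF) used the recovered reads of the libraries concerned, scaled together by the median of ratios over the 24 libraries. The calling was tested on simulated data with 200 changed genes per comparison, all with changes well above the fold threshold and with genes varying independently.

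Gene lists were fixed before the data were examined: inflammation (81 genes), macrophage, NF-kB targets, p38 and MAPK, LXR and RXR, NRF2 targets, Dusp family, vitamin D, adipocyte, brown fat, extracellular matrix, and hypoxia and HIF1. Lists of other tissues and cells were kidney, adrenal, skeletal muscle, interscapular-type brown adipocyte, B and T lymphocyte, blood, mammary epithelium, mesothelium, ovary and uterus, and epididymis and testis, besides the genes of the sex check. They were tested with limma's camera at an inter-gene correlation of 0.01, and again with fry and with camera estimating the correlation. The p-values of the inflammation list were adjusted over 11 comparisons, and those of the other pathway lists over 88 tests. Reactome pathways with 10 to 500 tested genes, from the mouse example set of fgsea 1.28.0, were tested with Fisher's exact test (one-sided) against tested genes with an identifier, 85.6% of 18439 genes. Reactome stands in for GO and IPA, whose gene lists were not used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 prepared the tables and drew the plots.

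The named genes were chosen by a rule written before the data were examined, when the values in the paper's tables had been seen (they name no gene). It names Ccl2, Tnf, Il6, Il1b, Adgre1, Cd68, Itgax, Saa3, Lep, Adipoq, Ucp1 and Vdr, genes of pathways that the paper names (Nfkb1, Rela, Mapk14, Erbb4, Ilk and the Dusp family as a set) and the sex genes. From each comparison it adds the 2 called genes with the largest increase and the 2 with the largest decrease that have no overlap between groups, and the 3 inflammation genes with the smallest p. From each interaction it adds the 3 called genes with the smallest p, of which there were none. Tnf, Il6 and Il1b did not pass the filter on low values in any table, so no fitted value is given for them.

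The alternatives chosen before the data were examined were no filter on low values, no fold threshold, a fold threshold on the log2 scale, 1 fit over the 12 libraries of a sex, the authors' deposited adjusted p, leaving out each library in turn, fry, the estimated correlation, and, for Reactome, only genes higher in the second group. Added after the data were seen were limma-voom on the recovered reads, scaling by the trimmed mean of M-values, a pseudocount of 10, the word renal in a library's name or its skeletal muscle score as a covariate, an unadjusted p under 0.01, a grid of thresholds on the authors' deposited p-values, and, for Reactome, the genes at the unadjusted p of the authors' deposited table that gives the length of the paper's list, with 2 backgrounds. The small RNA, protein, body weight and adiposity measurements of the paper were not analysed here.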

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

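Of the tests below, those of a lymph node, of the splits of the libraries and of skeletal muscle in the fit without VDD HF male 2308 were set before their result was seen, and the other tests (skeletal muscle in the authors' calls, in its range within groups and as a covariate, kidney, brown adipocytes, scaling, the word renal for the male interaction, the level in VDD HF males and single libraries) were chosen only after the result was seen.

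The response of the inflammation genes to the HF diet differed between males born from VDD and CTRL mice, with a median interaction of 0.52 on the log2 scale (limma's camera test, adjusted p = 8.87e-06). Several technical explanations were tested and each left the difference in place. With the skeletal muscle score as a covariate the median was 0.50, with scaling by the trimmed mean of M-values 0.51, and with the B and T lymphocyte score as a covariate, for lymph node taken with the tissue, 0.54 (camera p of 0.000157). In the 8 male libraries without the word renal in their name it was 0.63 (camera p of 1.23e-08), and in the 4 with it, 1 per group, 0.29. The values argue against muscle, lymph node and the word renal as the whole cause. The value for scaling decides little, since the trimmed mean of M-values hardly moved the median of all genes. A higher level in VDD HF than in CTRL HF males could not be decided, since the median of VDD HF over CTRL HF was -0.031 with genes going both ways. It was 0.25 with the skeletal muscle score as a covariate (camera p of 0.000316), 0.24 without VDD HF male 2298 (0.00281) and -0.20 without VDD HF male 2308 (0.00284), so the direction depends on the setting. Of the VDD HF males only 2308 had a muscle score within the range of CTRL HF males, so the value with the covariate leans on that mouse. The list was lower in VDD LF than in CTRL LF males (median -0.45). Chance cannot be excluded, as the p rose above 0.05 with fry and with the estimated correlation. Of 100 splits of the 12 libraries, the real one among them, 14 gave a camera p as small. The splits moved mice between all groups, so effects of the diets entered them too, and their count cannot decide about the interaction alone. An effect of the mother's diet stays open beside chance.

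The same interaction differed between the sexes, with a median of 0.59 (camera, adjusted p = 0.00767). This difference may rest on single libraries: the camera p rose to 0.165 without VDD HF female 2083, the largest value with 1 library left out. Chance cannot be excluded either, as the p rose above 0.05 with fry and with the estimated correlation. A camera p as small came in 49 of 100 splits, the real one among them, which also moved mice between all groups of a sex. Sex by maternal diet under HF was also fitted. Of 67 inflammation genes, 42 had a positive value and 25 a negative one. None was called, adjusted over the list alone or over all genes. A difference between the sexes in the effect of maternal VDD stays open.

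Skeletal muscle genes, which the paper does not discuss, were higher in VDD than in CTRL males, with a median log2 fold change of 5.62 under HF (19 of the 20 listed genes passed the filter) and 3.79 under LF (17 of 20). The signal differed between mice of the same group. Acta1 had 44073 and 54003 normalized reads in VDD HF males 2298 and 2307 and 1009 in VDD HF male 2308, and 181275, 6573 and 213 in VDD LF males 2310, 2302 and 2078. Ckm had 29088, 48953 and 83.9 in the VDD HF males. The mean log2 value of the list spanned 8.32 within VDD HF males and 12.36 within VDD LF males, more than the difference between the group means. Without VDD LF male 2310 the LF median fell to 0.66. The HF median did not rest on 1 library. With single libraries left out it lay between 4.10 (without VDD HF male 2307) and 8.60 (without VDD HF male 2308). A candidate explanation is muscle taken with the adipose tissue of single mice. Among the genes called in the authors' deposited table for CTRL HF vs. VDD HF males, 41 of the 79 outside the list (51.9%) followed the skeletal muscle score across the 18 libraries outside the comparison (r above 0.8), against 1.14% of tested genes. Of the 148 genes called by limma in that comparison without VDD HF male 2308, 19 were in the list and 70 of the other 129 (54.3%) followed the score, against 0.54% of tested genes. For CTRL LF vs. VDD LF males 0% of the 45 genes called in the authors' deposited table followed it, which argues against muscle as the source of those calls. High values also stood in single libraries of other groups. The mean log2 value of the list was 10.7 in CTRL LF male 2287 (Acta1 at 9903 normalized reads), 10.9 in CTRL LF female 2335, 12.4 in VDD LF female 2303 and 10.7 in VDD HF female 2083, against 14.9 in VDD LF male 2310 and 2.56 in VDD LF male 2078. These libraries argue against an explanation confined to VDD males. Muscle fibres forming within the adipose tissue were not tested.

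Kidney genes were higher in VDD LF than in CTRL LF females, with a median log2 fold change of 2.34 over 5 of 18 listed genes that passed the filter. A candidate explanation is kidney tissue in 1 library: without VDD LF female 2303 the median was 0.69. Umod had 1937 normalized reads in that mouse and at most 4.5 in the other 23. The name of that library does not contain the word renal. No biological explanation was tested.

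Genes of interscapular-type brown adipocytes were higher in VDD HF than in CTRL HF females, with a median log2 fold change of 3.95 (13 of 15 genes passed the filter), and lower in CTRL HF than in CTRL LF females, with -2.32 (12 of 15). Brown adipocytes in a single library do not account for this, since the value nearest 0 with 1 library left out was 3.52 (without VDD HF female 2083) for the first and -1.63 (without CTRL LF female 2125) for the second. Ucp1 had 900, 4578 and 25479 normalized reads in the VDD HF females and 215, 8.6 and 0.8 in the CTRL HF females, so the mice of a group also differed widely. A difference in dissection between the groups and an effect of the diets both stay open, and neither was tested.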

How the results depend on the processing

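Limma-voom, the trimmed mean of M-values, a pseudocount of 10, the covariates for renal in the library's name and for skeletal muscle, and the unadjusted p were chosen only after the results were seen. The other settings were chosen before the data were examined. Of those, scaling by relative log expression, an own DESeq2 run and a replicate block were not run, and the authors' deposited adjusted p was used in place of the DESeq2 run. No paired analysis was possible because the columns carry no replicate number.

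Without a fold threshold every count of called genes stayed within 1.5 times, as did those of the 8 comparisons with the fold threshold on the log2 scale, which was not run for the interactions. Without the filter on low values, 13 genes were called in CTRL LF vs. CTRL HF females (2 higher, 11 lower), 39 in CTRL LF vs. CTRL HF males (24, 15) and 37 in VDD LF vs. VDD HF males (21, 16), where more genes are tested by construction. The fit over the 12 libraries of the sex called 614 genes in VDD LF vs. VDD HF males, the cause of which was not tested, and left the other 7 counts within 1.5 times.

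With the authors' deposited adjusted p, the counts for males were 45 (CTRL LF vs. VDD LF), 89 (CTRL HF vs. VDD HF), 437 (CTRL LF vs. CTRL HF) and 1286 (VDD LF vs. VDD HF). For females they were 62, 419, 1224 and 36 in that order. All 9 and all 12 genes called with limma in males were among them. Of the authors' calls that were tested here, all had the same sign. An unadjusted p under 0.01 with the same folds gave 226, 115, 1060 and 1643 genes in males and 290, 822, 1701 and 100 in females, because no correction is made for the number of genes. It also gave 1 inflammatory Reactome pathway in CTRL LF vs. CTRL HF females. In 7 comparisons the unadjusted p of the authors' deposited table, at the threshold that gives the length of the paper's list (chosen after seeing the values), gave 3 such pathways in VDD LF vs. VDD HF males and 1 in CTRL LF vs. CTRL HF females against all genes with a p, and 0 in each against genes with an adjusted p. The other settings gave 0 such pathways in all comparisons, which says little where 0 genes were called.

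In VDD LF vs. VDD HF males the 12 calls became 0 with limma-voom, 2 with the trimmed mean of M-values, 47 with the pseudocount of 10, 0 with renal as a covariate and 1 with the skeletal muscle score as a covariate. The 9 calls in CTRL LF vs. CTRL HF males became 14 with the trimmed mean of M-values and 15 with the pseudocount of 10. The cause was not tested. The trimmed mean of M-values moved the median of all genes by less than 0.1 on the log2 scale in every comparison.

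For the inflammation list the direction held with limma-voom, the trimmed mean of M-values, the pseudocount of 10 and the fit over 12 libraries. With fry, which assumes no preset correlation, the p rose above 0.05 for CTRL LF vs. VDD LF males (-0.45, p of 0.158), CTRL LF vs. CTRL HF males (0.39, 0.232), VDD LF vs. VDD HF females (0.44, 0.426), the male interaction (0.52, 0.203) and the interaction with sex (0.59, 0.338). With the correlation estimated it did so for these 5 (p of 0.177, 0.351, 0.356, 0.196 and 0.431) and for CTRL LF vs. CTRL HF females (0.53, 0.0685) and VDD LF vs. VDD HF males (0.79, 0.178). The median in CTRL HF vs. VDD HF males was -0.031, and the test pointed up with fry and with renal as a covariate (also -0.031). The median was 0.083 without the filter on low values and 0.25 with the skeletal muscle score as a covariate (p of 0.000316). The female interaction was -0.063 without the filter, with the test pointing up. With the skeletal muscle score as a covariate, the values for CTRL HF vs. VDD HF males also reversed for the NF-kB targets (0.003), the Dusp family (-0.029) and Itgax (-0.036). The cause was not tested.

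Leaving out 1 library at a time leaves 2 in its group, and the spread is then pooled by limma. Called genes ranged from 0 to 148 in CTRL HF vs. VDD HF males (148 without VDD HF male 2308) and from 0 to 1 in CTRL LF vs. CTRL HF females (1 without CTRL HF female 2292). They ranged from 0 to 11 in CTRL LF vs. CTRL HF males, with 0 without CTRL LF male 2293, 4 without CTRL HF male 2127 and 5 without CTRL HF male 2128. They ranged from 0 to 251 in VDD LF vs. VDD HF males, with 251 without VDD LF male 2310, 3 without VDD LF male 2078, and 0 without VDD LF male 2302 or VDD HF male 2298, 2307 or 2308. For the interaction with sex they ranged from 0 to 1 (1 without CTRL HF female 2292). The other 7 counts stayed at 0.

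The inflammation median ranged from -0.69 to -0.28 in CTRL LF vs. VDD LF males, from 0.29 to 0.57 in CTRL LF vs. CTRL HF males, from 0.51 to 1.06 in VDD LF vs. VDD HF males, from 0.42 to 0.64 in CTRL LF vs. CTRL HF females and from 0.30 to 0.82 for the male interaction, with no change of call. It ranged from -0.20 to 0.24 in CTRL HF vs. VDD HF males. It was 0.087 without CTRL HF male 2131, 0.24 without VDD HF male 2298 (p of 0.00281), 0.029 without VDD HF male 2307 and -0.20 without VDD HF male 2308 (p of 0.00284). The range was -0.19 to -0.003 in CTRL LF vs. VDD LF females, where the p fell below 0.05 without CTRL LF female 2125 (-0.16) or VDD LF female 2312 (-0.17). Among HF females (CTRL HF vs. VDD HF) it ranged from -0.56 without VDD HF female 2081 (p of 5.22e-08) to 0.092 without VDD HF female 2083. Among VDD females (VDD LF vs. VDD HF) it ranged from 0.0 without VDD HF female 2081 (p of 0.966) to 0.78. The female interaction ranged from -0.50 without VDD HF female 2081 (p of 6.15e-05) to 0.13 without VDD HF female 2083 (p of 0.0232), below 0.05 in opposite directions. Its test also pointed up without CTRL LF female 2125 (-0.031), CTRL HF female 2291 (-0.098), VDD LF female 2312 (0.020) or VDD HF female 2121 (-0.026). The interaction with sex ranged from 0.33 to 0.99. Its p passed 0.05 without CTRL LF male 2296 (0.41), VDD HF male 2308 (0.46), VDD HF female 2083 (0.33) or VDD HF female 2121 (0.53).

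Of the other lists, NF-kB targets in CTRL HF vs. VDD HF males ranged from -0.17 to 0.086, reversed without CTRL HF male 2131 (0.086) or VDD HF male 2298 (0.052), and had a p under 0.05 without CTRL HF male 2128 (-0.067). The Dusp family ranged there from -0.019 to 0.068, with its test reversed without CTRL HF male 2128 (0.011) or VDD HF male 2298 (0.001). The p38 and MAPK genes ranged from 0.079 to 0.15, with a p above 0.05 without CTRL HF male 2127 (0.079) or 2128 (0.13) or VDD HF male 2298 (0.11) or 2307 (0.080). The LXR and RXR list in CTRL LF vs. VDD LF males ranged from -0.25 to -0.048, with a p under 0.05 without CTRL LF male 2287 (-0.20) or 2296 (-0.22) or VDD LF male 2078 (-0.25) or 2302 (-0.22). With all libraries, limma-voom also brought the camera p of that list below 0.05 (-0.17, p of 0.0489). The macrophage list in VDD LF vs. VDD HF females ranged from -0.054 to 1.03 and Adgre1 there from -0.21 to 1.11, both reversed without VDD HF female 2081 only. Over the lists and named genes, 198 of the values with 1 library left out kept direction and side of the threshold, 35 lost their call or p, 7 gained one and 6 reversed.

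The called named genes kept their direction in every setting. D430019H16Rik, Cilp, Cyp1a1 and Mrgprg were no longer called in the fit over 12 libraries or without CTRL LF male 2293. Without CTRL HF male 2127, D430019H16Rik, Cilp and Mrgprg lost the call (log2 fold changes 3.23, 2.27 and -3.50), without CTRL HF male 2128 D430019H16Rik and Cilp (2.88 and 2.45), without CTRL HF male 2131 Cilp (2.31) and without CTRL LF male 2287 Mrgprg (-3.40). 1700047G03Rik, Npr3, Apoc3 and Drd1 lost the call with limma-voom, with renal as a covariate, and without VDD LF male 2078 or 2302 or any 1 of the 3 VDD HF males. Npr3, Apoc3 and Drd1 also lost it with the trimmed mean of M-values (adjusted p = 0.01 for each) and with the skeletal muscle score as a covariate (0.0113, 0.0113 and 0.0121). The log2 fold changes of the 4 genes with 1 library left out lay from 5.84 to 6.25, from 3.39 to 3.81, from -4.70 to -4.32 and from -3.82 to -3.51. Lep in VDD LF vs. VDD HF males gained the call without VDD LF male 2078 (4.84) or 2310 (5.81), in the fit over 12 libraries (adjusted p = 0.00028) and without the filter on low values (0.00988). Itgax gained it there in the fit over 12 libraries (0.00396).

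Depth differed little between libraries and was not varied. Genes without 10 normalized reads in at least 3 libraries of a table were tested only in the setting without the filter on low values.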

Differences from the paper's values

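The grid of thresholds on the authors' deposited p-values, the unadjusted p with limma and limma-voom were tests chosen only after the values were seen. The other settings were set before the data were examined.

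The measure that the paper's text and these data share is the number of regulated genes in Table 1. The paper's values for CTRL LF vs. VDD LF males are 348 genes, 146 up and 20 down, against 0, 0 and 0 here with limma. The paper's values for CTRL HF vs. VDD HF males are 907, 650 up and 257 down, against 0, 0 and 0. The paper's values for CTRL LF vs. CTRL HF males are 1065, 581 up and 484 down, against 9, 2 and 7. The paper's values for VDD LF vs. VDD HF males are 2406, 1315 up and 1091 down, against 12, 5 and 7. The paper's values for CTRL LF vs. VDD LF females are 1323, 820 up and 503 down, and for CTRL HF vs. VDD HF females 1451, 719 up and 732 down, against 0 here for each. The paper's values for CTRL LF vs. CTRL HF females are 2234, 1250 up and 984 down, and for VDD LF vs. VDD HF females 363, 185 up and 178 down, again against 0 here for each. Unadjusted p under 0.05 was found with limma for 1048, 850, 2924 and 4138 genes in males and 1933, 2752, 4762 and 804 in females, and limma-voom called 0 genes except for 9 in CTRL LF vs. CTRL HF males.

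Of the settings chosen before the data were examined, 1 came within 1.5 times of 1 of these 24 values. The authors' deposited adjusted p gave 30 genes lower in VDD LF than in CTRL LF males, against the paper's printed 20. That 20 does not add up with the paper's own total, so this nearness says little. With the authors' deposited adjusted p all other values differed by more than 1.5 times. So did all 24 values with no filter, no fold threshold, the fold threshold on the log2 scale, the fit over 12 libraries and each library left out.

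The paper's numbers for CTRL LF vs. VDD LF males do not add up, since 146 and 20 do not sum to the paper's 348. A grid over the p-values of the authors' deposited tables, chosen after seeing the values, reached the paper's numbers in most comparisons. An unadjusted p under 0.01 in the authors' deposited table, with a fold change above 1.5 or below its inverse, gave the paper's total, up and down exactly for VDD LF vs. VDD HF males, CTRL HF vs. VDD HF females, CTRL LF vs. CTRL HF females and VDD LF vs. VDD HF females. An unadjusted p under 0.05 in the authors' deposited table, also chosen after seeing the values, did so for CTRL HF vs. VDD HF males and CTRL LF vs. VDD LF females. At an unadjusted p under 0.005, again chosen after seeing the values, the authors' deposited table gave 348 genes for CTRL LF vs. VDD LF males, 146 up and 202 down. None of 1458 settings of a wider grid, chosen after seeing the values, gave the paper's numbers for CTRL LF vs. CTRL HF males. In the first grid the authors' deposited table gave 1004 genes (528 up, 476 down), the nearest total, when its p-values were adjusted over all its genes by Benjamini-Hochberg and held under 0.1, a setting chosen after seeing the values. The authors' deposited table gave 1141 (607, 534) at an unadjusted p under 0.005 and 971 (512, 459) at its own adjusted p under 0.05, both chosen after seeing the values. How many of the paper's own called genes these settings drop was not analysed here, since the paper's text lists no called gene.

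With limma, an unadjusted p under 0.01 with the folds of the methods, chosen after seeing the values, came within 1.5 times of the paper's numbers for CTRL LF vs. CTRL HF males (1060, 615 up, 445 down), for CTRL LF vs. CTRL HF females (1701, 878 up, 823 down) and for the total and the genes up in VDD LF vs. VDD HF males (1643 and 944, but not 699 down). Which of the paper's own called genes it drops was likewise not analysed here.

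The paper reports the NF-kB activation pathway as higher in VDD HF than in CTRL HF males, where the NF-kB target list had a median log2 fold change of -0.023 and Rela and Nfkb1 -0.030 and -0.22. It also reports p65 phosphorylation as highest in VDD HF males, which levels of these transcripts cannot show or refute. For the p38 MAPK pathway, which the paper reports as higher in VDD HF than in CTRL HF males too, the p38 and MAPK list had a median of 0.13. The paper reports no inflammatory pathway as overexpressed in VDD LF vs. VDD HF females, where the inflammation list had a median of 0.44, which was 0.0 without VDD HF female 2081. The gene lists here are not the paper's pathways.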

Other observations

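Of the tests below, how to read the term for renal in the library's name was settled only after its result was seen, while the divisions of the libraries were set before and the lists and named genes follow rules set before.

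The 8 comparisons were each refitted with the libraries divided differently between the groups. With 3 mice against 3 there are 10 divisions, so the share of divisions with a result as extreme, the real one among them, can never go below 0.1. Divisions therefore cannot decide about chance for the counts of called genes, the medians of the inflammation list or the counts of Reactome pathways. For the interactions, 100 divisions were drawn, and chance cannot be excluded for the female interaction of the inflammation genes (a camera p as small in 92 of 100, the real one among them). These divisions moved mice between all groups of a sex, so they do not separate an interaction from effects of the diets themselves. Where 0 genes or pathways were found in the real grouping, every division gives as many by construction, so that count says nothing about chance. For sex by maternal diet under HF, limma and limma-voom called 0 of 17329 genes, with an unadjusted p under 0.05 for 1849 genes with limma. The single groupings with the most called genes were the real ones in CTRL LF vs. CTRL HF males and VDD LF vs. VDD HF males (1 of 10 each).

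Whether the 4 male libraries with renal in their name differ from the other 8 was tested with group in the fit. Limma called 0 genes at an adjusted p under 0.01, and 268 of 16925 had an unadjusted p under 0.05, so the word does not mark a spread common to many genes.

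The extracellular matrix and brown fat lists changed in most comparisons. The extracellular matrix list rose with HF in all 4 comparisons of diets and fell with maternal VDD in all 4 comparisons of mothers, each at an adjusted p under 0.05 with camera. Its medians ranged from -1.27 (CTRL HF vs. VDD HF females, 29 of 30 genes lower, p of 0.0148 with fry and 0.0667 with the estimated correlation) to 1.56 (VDD LF vs. VDD HF males). The brown fat list ranged from -1.43 in CTRL LF vs. CTRL HF females to 2.22 in CTRL HF vs. VDD HF females, where all 24 tested genes were higher and 4 were called adjusted over the list alone (Cidea, Cox7a1, Cox8b and Elovl3), against 0 over all genes. No explanation of either was tested.

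The remaining lists are given by their lowest and highest median log2 fold change over the 8 comparisons. These were -0.48 and 0.55 for adipocyte, -0.46 and 0.26 for hypoxia and HIF1, -0.31 and 0.32 for LXR and RXR, -0.12 and 0.31 for NF-kB targets, -0.20 and 0.37 for NRF2 targets, -0.042 and 0.13 for p38 and MAPK, and -0.32 and 0.48 for vitamin D. For the Dusp family they were -0.13 and 0.16, with 0 of the 8 comparisons at an adjusted p under 0.05. Its median in CTRL HF vs. VDD HF males was 0.024 (10 genes higher, 9 lower). Median, mean and test differed in sign in 3 of the 8 comparisons for the Dusp family, in 2 for adipocyte, and in 1 each for LXR and RXR, p38 and MAPK, and vitamin D.

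The lists of other tissues are given the same way. They were -2.68 and 1.57 for adrenal, -1.17 and 1.15 for B and T lymphocyte, -0.99 and 0.50 for blood, -1.52 and 2.34 for kidney, -0.93 and 1.18 for mammary epithelium, -1.83 and 0.89 for mesothelium, -1.75 and 1.2 for ovary and uterus, -0.88 and 5.62 for skeletal muscle, -2.32 and 3.95 for interscapular-type brown adipocyte and -0.47 and 0.23 for the genes of the sex check. Epididymis and testis genes were too few above the filter to be tested in any comparison. Adrenal genes gave no value in CTRL LF vs. VDD LF males or in VDD LF vs. VDD HF males, so their range leaves these out. Median, mean and test differed in sign in 3 comparisons for kidney and in 1 each for mammary epithelium, mesothelium, ovary and uterus, skeletal muscle and the sex check. B and T lymphocyte genes passed an adjusted p of 0.05 in 4 comparisons. They were lower in VDD LF than in CTRL LF males and in CTRL HF than in CTRL LF males (-1.07), and higher in VDD HF than in VDD LF females and in VDD HF than in CTRL HF females (0.92). The mean log2 level of this list was 6.64, 5.46 and 4.68 in VDD HF females 2081, 2083 and 2121, against 4.39 to 5.18 in CTRL HF females. The rises in females thus lean most on VDD HF female 2081. Fits with 1 library left out were not run for this list.

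Among the other named genes, Ucp1 differed most, with a log2 fold change of 8.27 in CTRL HF vs. VDD HF females (standard error 1.86, adjusted p = 0.152). Vdr had 1.85 in CTRL LF vs. VDD LF females (adjusted p = 0.45), where Erbb4 had 2.12 (adjusted p = 0.391). The reads of Vdr came mostly from VDD LF female 2303, the library with kidney transcripts, with 570 normalized reads against 38.7 and 58.3 in the other VDD LF females and 17.6 to 45.8 in CTRL LF females. Ilk, of a pathway the paper names, ranged from -0.27 (CTRL LF vs. VDD LF males) to 0.26 (VDD LF vs. VDD HF males) and was not called. Adipoq had -0.10 in CTRL HF vs. VDD HF males (adjusted p = 0.999) and -0.15 in CTRL HF vs. VDD HF females (0.907). Male 2131 had 178 normalized reads of Xist where the other males had fewer, with its Y-linked genes at male levels. A trace of female RNA in that library was not tested.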
